# TIGIT mediates activation-induced cell death of ILC2s during chronic airway allergy

**DOI:** 10.1084/jem.20222005

**Published:** 2023-04-10

**Authors:** Toshiki Yamada, Megumi Tatematsu, Shunsuke Takasuga, Akane Fuchimukai, Kenki Yamagata, Shinsuke Seki, Keiji Kuba, Hideyuki Yoshida, Ichiro Taniuchi, Günter Bernhardt, Kazuko Shibuya, Akira Shibuya, Takechiyo Yamada, Takashi Ebihara

## Abstract

While group-2 innate lymphoid cells (ILC2s) are highly proliferative in allergic inflammation, the removal of overactivated ILC2s in allergic diseases has not been investigated. We previously showed that chronic airway allergy induces “exhausted-like” dysfunctional ILC2s expressing T cell immunoreceptor with Ig and ITIM domains (TIGIT). However, the physiological relevance of these cells in chronic allergy remains elusive. To precisely identify and monitor TIGIT^+^ ILC2s, we generated TIGIT lineage tracer mice. Chronic allergy stably induced TIGIT^+^ ILC2s, which were highly activated, apoptotic, and were quickly removed from sites of chronic allergy. Transcripts from coding genes were globally suppressed in the cells, possibly due to reduced chromatin accessibility. Cell death in TIGIT^+^ ILC2s was enhanced by interactions with CD155 expressed on macrophages, whereas genetic ablation of *Tigit* or blockade by anti-TIGIT antagonistic antibodies promoted ILC2 survival, thereby deteriorating chronic allergic inflammation. Our work demonstrates that TIGIT shifts the fate of ILC2s toward activation-induced cell death, which could present a new therapeutic target for chronic allergies.

## Introduction

Group-2 innate lymphoid cells (ILC2s) are tissue-resident cells that represent a major source of innate T helper 2 cell (T_H_2) cytokines, which contribute to the pathology of type 2 inflammatory reactions such as in allergies and helminth infections (Martinez-Gonzalez et al., 2016; Moro et al., 2010; Neill et al., 2010). Type 2 inflammation is initiated by the production of IL-25 and IL-33 by epithelial cells and/or stromal cells; these cytokines strongly activate ILC2s and induce the production of IL-5, IL-9, IL-13, and amphiregulin (Kabata et al., 2018; Monticelli et al., 2011; Ricardo-Gonzalez et al., 2018; Turner et al., 2013). ILC2s also receive stimulatory signals via receptors for IL-2, IL-7, IL-9, thymic stromal lymphopoietin, prostaglandin D2, leukotriene C4/D4/E4, vasoactive intestinal peptide, and neuromedin U (Cardoso et al., 2017; Ebihara et al., 2021; Klose et al., 2017; Oyesola et al., 2020; Salimi et al., 2017; Talbot et al., 2015; Wallrapp et al., 2017). In contrast, ILC2 cytokine production and proliferation are suppressed by type I and II IFNs, IL-10, IL-27, C1q, β2 adrenalin, and calcitonin (Helou et al., 2022; Morita et al., 2015; Moriyama et al., 2018; Moro et al., 2016; Nagashima et al., 2019). Among these, IL-10 can be produced by ILC2s in response to IL-2, IL-4, IL-10, IL-27, IL-33, retinoic acid, and neuromedin U (Bando et al., 2020; Golebski et al., 2021; Seehus et al., 2017). Thus, different soluble factors act in concert to control the proliferation and effector functions of ILC2s.

Direct cell–cell interactions are critical in maintaining or enhancing ILC2 activity. ILC2s express inducible T cell costimulator and its ligand, thereby enhancing the survival of ILC2s (Maazi et al., 2015), while glucocorticoid-induced TNF-related protein on activated ILC2s serves as a stimulatory coreceptor (Galle-Treger et al., 2019). In contrast, activated ILC2s express inhibitory receptors including killer cell lectin-like receptor G1 (KLRG1), programmed death-1 (PD-1), and T cell immunoreceptor with Ig and immunoreceptor tyrosine-based inhibitory motif domains (TIGIT). KLRG1 is expressed in a steady state on ILC2s and can be a marker of their maturation and activation (Huang et al., 2015); the proliferation of KLRG1^+^ ILC2s is inhibited by the interaction of KLRG1 with E-cadherin expressed on epithelial cells (Blanquart et al., 2022). PD-1, leukocyte-associated Ig-like receptor 1, and TIGIT are immune checkpoint receptors that are almost undetectable on unstimulated ILC2s but are inducible during allergic inflammation (Helou et al., 2022; Helou et al., 2020; Miyamoto et al., 2019; Taylor et al., 2017). Additionally, PD-1 on ILC2s limits the pool of mature KLRG1^+^ ILC2s and constrains airway allergy (Helou et al., 2020; Taylor et al., 2017).

We previously reported that highly activated ILC2s express TIGIT together with KLRG1 and PD-1. We tentatively named these TIGIT^+^ ILC2s “exhausted-like” ILC2s because these cells are characterized by a high expression of inhibitory receptors and IL-10 and a low mRNA expression of *Il5* and *Il13* (Ebihara and Taniuchi, 2019; Miyamoto et al., 2019). When ILC2s lack runt-related transcription factor (RUNX), the number of exhausted-like ILC2s increases, and allergic airway inflammation is improved. However, the physiological importance of TIGIT^+^ ILC2s in chronic allergy remains to be elucidated in RUNX-competent mice.

The interaction of TIGIT with CD155 on dendritic cells and tumor cells results in suppression of the cytotoxic activity of natural killer cells and CD8^+^ T cells (Harjunpää and Guillerey, 2020). TIGIT can also bind to CD112 and CD113, though with less affinity (Bottino et al., 2003; Yu et al., 2009). Meanwhile, in regulatory T (Treg) cells, TIGIT-mediated signaling induces Foxp3 expression by inhibiting the T cell receptor–AKT–mTORC1 pathway (Sato et al., 2021). These TIGIT^+^ Treg cells selectively inhibit T_H_1/T_H_17 differentiation via the secretion of fibrinogen-like protein 2, thereby promoting T_H_2 skewing (Joller et al., 2014). TIGIT is also expressed on T_H_2 cells and enhances memory immune responses to ovalbumin (Kourepini et al., 2016). However, whether TIGIT plays a regulatory or stimulatory role in chronic allergy has not yet been determined.

Despite their immunosuppressive interactions with soluble factors and ligands, ILC2s tend to be increased in chronic allergy. They also have high resistance to cell death and can proliferate in IL-33–containing medium for several months in vitro (Moro et al., 2016). The fate of overactivated ILC2s, however, has not been well studied. Indeed, they are expected to undergo cell death in chronic allergy due to the limited space in vivo, yet no such phenomena have been identified.

In this study, we evaluated the fate of TIGIT^+^ ILC2s as well as the regulatory effect of TIGIT in ILC2s during chronic allergy by using a fate-mapping mouse model. Chronic airway allergy was induced by repeated papain treatment, and TIGIT^+^ ILC2s were marked and traced by tdTomato expression. During chronic allergy, tdTomato^+^ ILC2s were stably induced and were apoptotic with short life spans. Data from phenotypical studies, transcriptomic analysis, and assay for transposase-accessible chromatin sequencing (ATAC-seq) revealed that tdTomato^+^ ILC2s expressed high levels of IL-5 and IL-10 but exhibited reduced transcription of ILC2 signature genes due to a reduction in chromatin accessibility. Cell death in tdTomato^+^ ILC2s was augmented following interactions with CD155-expressing alveolar macrophages. Both the genetic deletion of *Tigit* and blockade of TIGIT enhanced the survival of activated ILC2s, resulting in the deterioration of chronic allergy. These data suggest that TIGIT^+^ ILC2s undergo activation-induced cell death (AICD) in chronic airway allergy, with TIGIT accelerating this process; these also suggest a new regulatory mechanism involved in chronic allergy.

## Results and discussion

### Chronic airway allergy constantly generates highly activated TIGIT^+^ ILC2s

Anti-mouse TIGIT antibody did not previously yield a good separation of TIGIT^+^ ILC2s from TIGIT^−^ ILC2s via flow cytometry (Miyamoto et al., 2019). To precisely identify and monitor TIGIT^+^ ILC2s based on their tdTomato expression, we generated *Tigit-GFP-Cre-ERT2* mice by inserting *IRES-GFP-Cre-ERT2* into the 3′ untranslated region and then crossing them with *Rosa26-loxp-stop-loxp-tdTomato* mice (*Tigit*^*fm*^ mice; Fig. S1 A).

**Figure S1.**
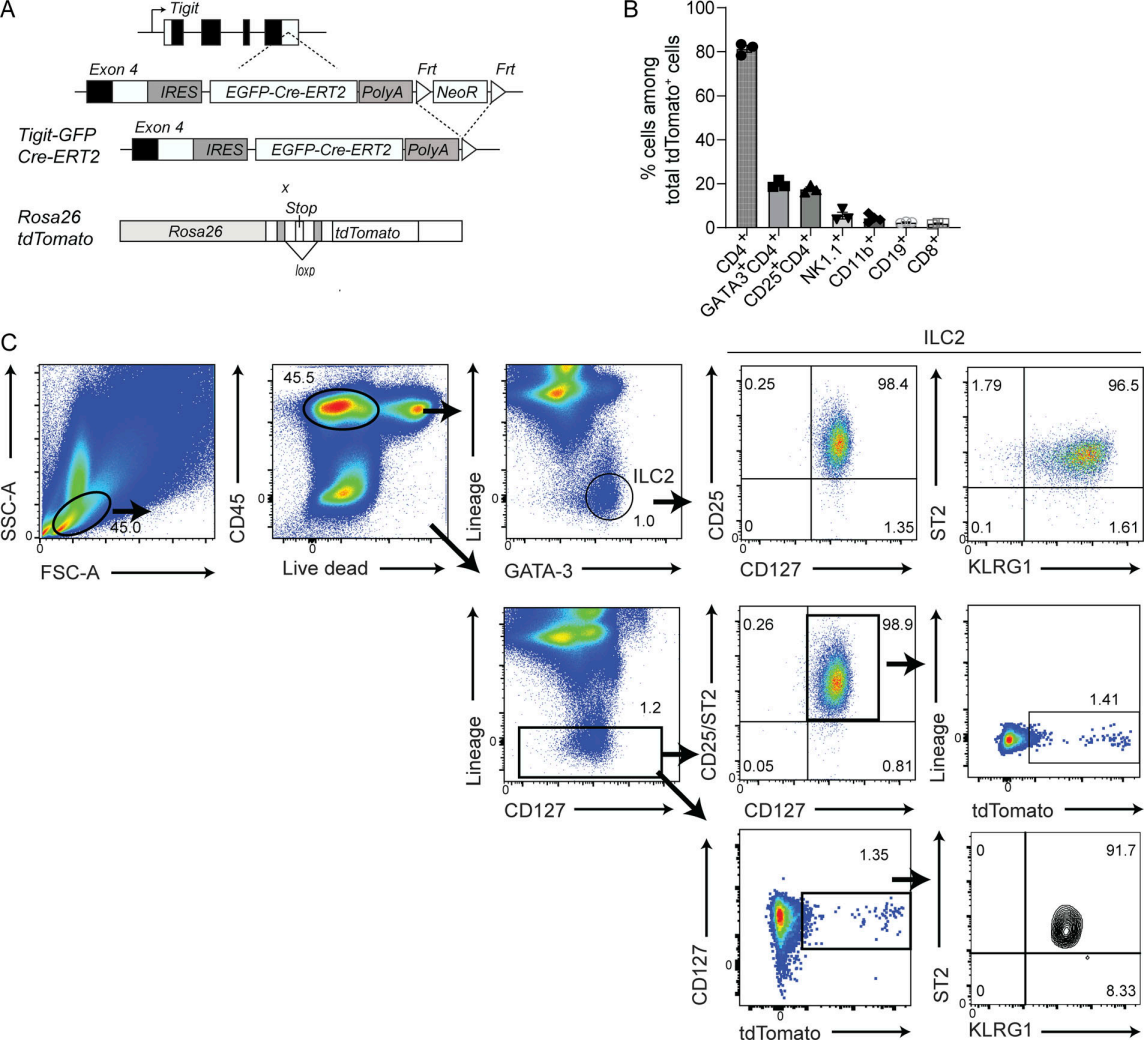
**Expression of tdTomato in *Tigit***^***fm***^ **mice. (A)** Schematic figure depicting the genome structure of *Tigit*^*fm*^ mice in which TIGIT^+^ cells can be fate-mapped based on tdTomato expression. **(B)** Frequency of indicated cells among total tdTomato^+^ cells from the lungs of *Tigit*^f*m*^ mice treated with papain and tamoxifen for 19 d. Data represent more than three experiments (mean ± SEM of three mice). **(C)** Representative gating for total ILC2s and tdTomato^+^ ILC2s (CD45^+^Lin^−^CD127^+^CD25^+^ST2^+^) in flow cytometric analysis. Data represent at least two independent experiments (mean ± SEM of three mice in B).

To induce TIGIT and tdTomato expression in ILC2s, we established a chronic airway allergy mouse model via the repeated nasal administration of papain twice a week until day 17. Tamoxifen was orally administered on every day of papain treatment and every subsequent day. On day 19, CD4^+^ T cells were the major population of tdTomato^+^ cells, which accorded with previous reports (Fig. S1, B; Joller et al., 2014; Kourepini et al., 2016). In lungs that had not been treated with papain, ILC2s did not express tdTomato (Fig. 1 A). Following treatment, a small population of tdTomato^+^ ILC2s (1–2%) was detected in the lungs and a considerably smaller population was detected in the bronchoalveolar space (Fig. 1 A and Fig. S1 C). Although subtle, TIGIT expression correlated with TIGIT-GFP and tdTomato expression (Fig. 1 A and Fig. S2 A).

**Figure 1.**
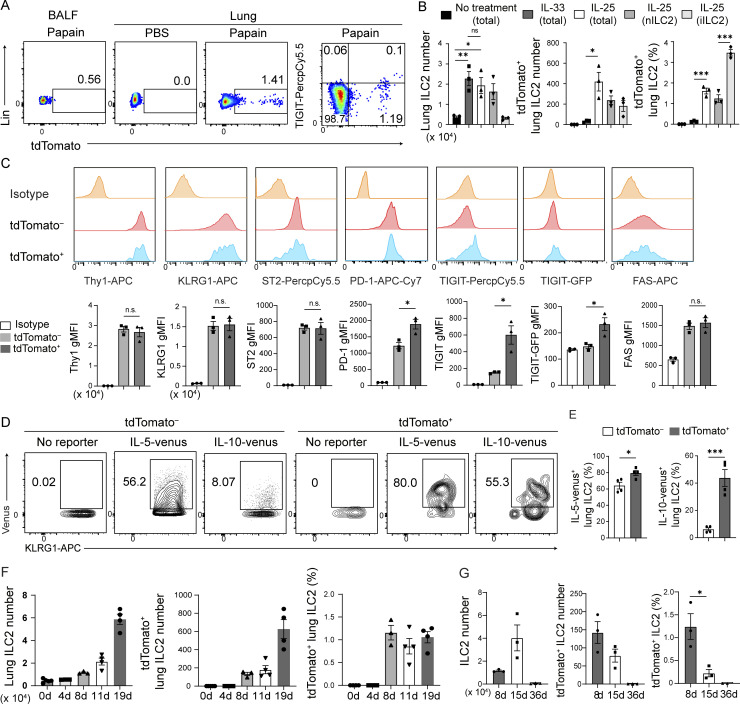
**Chronic allergy stably induces highly activated TIGIT**^**+**^ **ILC2s. (A)** Expression of tdTomato and TIGIT (far right) in lung and BALF ILC2s (CD45^+^Lin^−^CD127^+^CD25^+^ST2^+^) from *Tigit*^*fm*^ mice treated with PBS or papain and tamoxifen for 19 d. **(B)** Number of total (left) and tdTomato^+^ (middle) lung ILC2s and frequency of tdTomato^+^ cells in lung ILC2s (right) in *Tigit*^*fm*^ mice intranasally treated with IL-33 or IL-25 for 8 d or untreated mice. **(C)** Representative histograms (upper) and quantification (bottom) of Thy1, KLRG1, ST2, PD-1, TIGIT, and FAS expression in tdTomato^−^ and tdTomato^+^ lung ILC2s from *Tigit*^*fm*^ mice administered papain and tamoxifen for 8 d. **(D and E)** *Tigit*^*fm*^ mice were crossed with IL-5-venus or IL-10-venus reporter mice and treated with papain and tamoxifen for 19 d. **(D)** Expression of IL-5-venus and IL-10-venus in tdTomato^−^ and tdTomato^+^ lung ILC2s. **(E)** Quantification of IL-5-venus^+^ and IL-10-venus^+^ cells in the indicated ILC2s as determined in D. **(F)** Number of total (left) and tdTomato^+^ (middle) lung ILC2s and frequency of tdTomato^+^ cells in the indicated lung ILC2s (right) in *Tigit*^*fm*^ mice administered papain and tamoxifen for the indicated days. **(G)** *Tigit*^*fm*^ mice were treated with papain and tamoxifen until day 7. Number of total (left) and tdTomato^+^ (middle) lung ILC2s and frequency of tdTomato^+^ cells in the indicated lung ILC2s (right) were analyzed on subsequent indicated days. gMFI, geometric mean fluorescent intensity; nILC2s, natural ILC2s (CD45^+^Lin^−^CD127^+^KLRG1^+^ST2^+^); iILC2s, inflammatory ILC2s (CD45^+^Lin^−^CD127^+^KLRG1^hi^ST2^low^). *P < 0.05, **P < 0.01, and ***P < 0.001, as determined by unpaired two-tailed *t* test. Data represent at least two independent experiments (mean ± SEM of three mice in B, C, and G; mean ± SEM of four mice in E and F).

**Figure S2.**
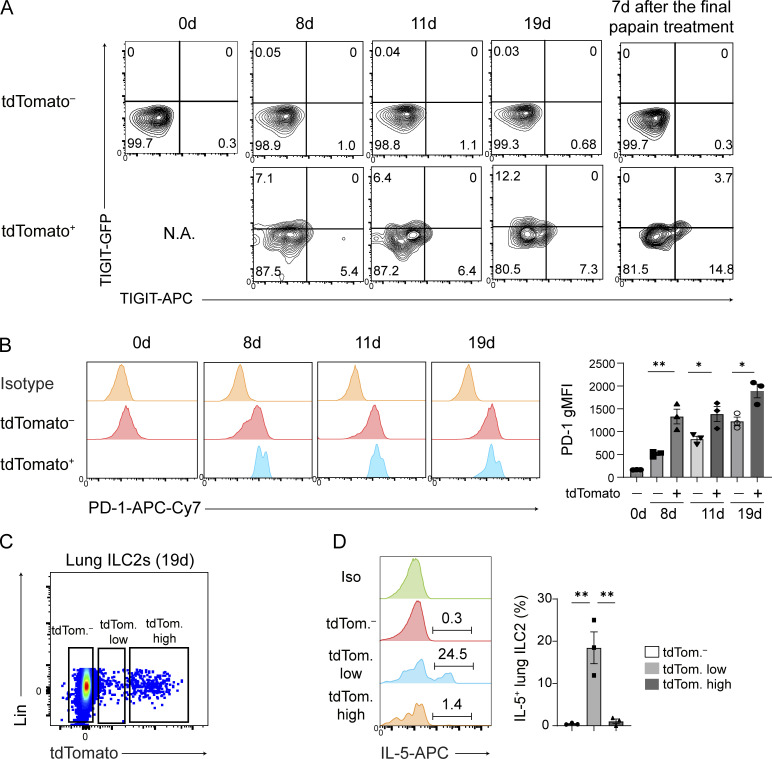
**Phenotypical analysis of tdTomato**^**+**^ **ILC2s in the lungs and other tissues. (A–E)** *Tigit*^*fm*^ mice were treated with papain and tamoxifen on the days indicated in Fig. 1, F and G. **(A)** Expression of TIGIT-GFP and TIGIT in tdTomato^−^ and tdTomato^+^ lung ILC2s from *Tigit*^*fm*^ mice. **(B)** Representative histograms (left) and quantification (right) of PD-1 expression in tdTomato^−^ and tdTomato^+^ lung ILC2s from *Tigit*^*fm*^ mice. **(C)** Gating for tdTomato^−^ (tdTom.^−^), tdTomato^low^ (tdTom. low), and tdTomato^high^ (tdTom. high) ILC2s sorted for ex vivo intracellular IL-5 staining. **(D)** Representative histograms (left) and quantification (right) of IL-5 production in the indicated lung ILC2s. gMFI, geometric mean fluorescent intensity. *P < 0.05 and **P < 0.01, as determined by unpaired two-tailed *t* test. Data represent at least two independent experiments (mean ± SEM of three mice in A and D).

To explore what cytokines are crucial to induce tdTomato in ILC2s, *Tigit*^*fm*^ mice were intranasally instilled with IL-25 or IL-33 with the tamoxifen treatment every 3 d. On day 8, more tdTomato^+^ ILC2s were induced in the mice treated with IL-25 than with IL-33, suggesting that IL-25 plays an important role in induction of TIGIT^+^ ILC2s (Fig. 1 B). Additionally, inflammatory ILC2s expressed tdTomato more frequently than natural ILC2s after IL-25 treatment, despite tdTomato^+^ ILC2s being natural ILC2s in our papain-induced chronic airway allergy model (Fig. 1 B and Fig. S1 C).

To characterize tdTomato^+^ ILC2s, expression of possible activation markers was examined. On day 19, tdTomato^−^ and tdTomato^+^ ILC2s expressed comparable levels of Thy1, KLRG1, ST2, and FAS (Fig. 1 C). In contrast, PD-1 expression at any time point during papain treatment was statistically higher in tdTomato^+^ than in tdTomato^−^ ILC2s (Fig. 1 C and Fig. S2 B). While a previous study showed that TIGIT^+^ ILC2s express reduced mRNA levels of *Il5* and *Il13* (Miyamoto et al., 2019), tdTomato^+^ ILC2s in the present study expressed higher levels of IL-5-venus and IL-10-venus proteins than those in tdTomato^−^ ILC2s (Fig. 1, D and E). Although ex vivo IL-5 detection is technically challenging without reporter, more IL-5 protein was detected ex vivo in tdTomato^low^ ILC2s than in tdTomato^−^ ILC2s and tdTomato^high^ ILC2s (Fig. S2, C and D). These data suggest that tdTomato^+^ ILC2s are more activated than tdTomato^−^ ILC2s and that they lose IL-5 during the induction of TIGIT and tdTomato expression.

We next investigated the time point during papain treatment at which tdTomato^+^ ILC2s appeared (Fig. 1 F). They emerged in the lungs on day 8, with their population increasing proportionally with the number of papain treatments and at a consistent frequency of ∼1%. To determine the survivorship of TIGIT^+^ ILC2s after treatment cessation, we terminated papain treatment on day 7 and then analyzed the tdTomato^+^ ILC2s populations in the lungs later. Until day 36, the number and frequency of tdTomato^+^ ILC2s decreased to undetectable levels (Fig. 1 G). Additionally, during and after the cessation of papain treatment, tdTomato^+^ ILC2s did not lose TIGIT (Fig. S2 A). These data indicate that chronic inflammation is necessary for the maintenance of tdTomato^+^ ILC2s.

### TIGIT^+^ ILC2s are dysfunctional due to global transcriptional arrest

To examine the transcriptomic changes in tdTomato^+^ ILC2s, we compared the gene expression profiles of tdTomato^−^ and tdTomato^+^ ILC2s by RNA sequences. 

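The RNA sequences came from tdTomato- and tdTomato+ ILC2s that were sorted as 100 cells per library from the lungs of male *Tigit* fm mice on day 19 of papain and tamoxifen treatment. In these mice, tamoxifen makes cells that express TIGIT carry the red fluorescent protein tdTomato, and nasal papain, a protease, is the allergen. Libraries were made with a stranded low-input SMART-Seq kit. The sample labels list 4 libraries of each population, whereas Fig. 2D and Fig. S3A show 3 of each, and the paper's text does not name the libraries that entered the comparison. The authors aligned the paired-end reads to GRCm39 with STAR, counted them with featureCounts on Ensembl release 104 and compared the populations with edgeR. Their 2 deposited tables give each listed gene a log2 fold change of tdTomato+ over tdTomato- ILC2s, an average log2 CPM (counts scaled to library size), a likelihood ratio, a p-value and a false discovery rate (FDR). The tables hold no values of single libraries, so the depth of each library and the spread between replicates are not known here. The authors' deposited tables list 2906 genes as lower and 533 as higher in tdTomato+ ILC2s, with an FDR of at most 0.0499 and an average log2 CPM of at least 5.00. From the ratio of each p-value to its FDR, the number of genes that the authors had tested was recovered as 55060, since at this number 75.5% of the listed genes with a p-value above 0.001 fell on a whole rank. The last listed gene had the rank 16152, so the 3439 listed genes made up 21.3% of the genes up to that rank. Up to a p-value of 1e-05, 88.8% of the ranks were listed, and between 1e-05 and 0.001, 13.7% were. With a Bonferroni adjustment over the recovered number of tests, an alternative chosen after seeing the data, 1232 lower and 32 higher genes passed. A CPM for each population was estimated from the average CPM and the fold change of each gene, taking both populations to have the same number of libraries. These estimates carry the authors' normalization, whose method the paper's text does not name.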

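T cell and natural killer cell transcripts were represented in Fig. S3A by *Cd3e*, *Cd4*, *Cd5*, *Cd8a* and *Ncr1*. Of these 5 genes, 0 were found among the lower genes and 0 among the higher genes. A gene was listed only with an FDR under 0.05 and an average log2 CPM over 5, so the tables do not separate a low level from a difference that did not pass. By contrast, *Thy1*, which ILC2s carry on their surface, had a log2 fold change of -4.31 and an FDR of 5.35e-21 from edgeR's likelihood ratio test in the authors' deposited table. Its estimated level was 372 CPM in tdTomato- ILC2s and 18.7 CPM in tdTomato+ ILC2s. These are RNA values, whereas the paper found comparable Thy1 protein on both populations (Fig. 1C). *Fas*, the other surface marker looked up, was not listed, so its direction is not known from the tables.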

The expressions of lineage markers were quite low and did not statistically differ between the samples (Fig. S3 A). 

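By the gene types in the authors' deposited tables, the 2906 lower genes were all protein coding, whereas the 533 higher genes comprised 497 protein-coding genes, 17 long non-coding RNAs, 10 major satellite repeat genes, 8 pseudogenes and 1 gene of the type TEC. Major satellite repeat genes are annotated genes made of the repeat unit of mouse pericentromeres. In GRCm38, *Gm10722*, *Gm11168*, *Gm10721*, *Gm10720*, *Gm10719*, *Gm10718*, *Gm10717*, *Gm17535* and *Gm10715* lie at the start of chromosome 9, from 3000922 (*Gm10722*) to 3038316 (*Gm10715*), and *Gm10801* and *Gm10800* lie on chromosome 2, with *Gm10800* from 98666547 to 98667301. The 10 genes of this type had log2 fold changes from 2.63 (*Gm10801*) to 4.36 (*Gm10720*) in the authors' deposited table. *Gm17535*, which is typed as protein coding there, had a log2 fold change of 3.41 in the authors' deposited table. *Gm10800* had by far the highest level, with an estimated 21739 CPM in tdTomato- ILC2s and 162779 CPM in tdTomato+ ILC2s. Its p-value from edgeR's likelihood ratio test in the authors' deposited table, 5.97e-08, was nevertheless larger than that of *Gm10722*, 3.52e-67. Summed over the 9 genes of this kind in Fig. 2C and Fig. 2I, the estimated level was 23698 CPM in tdTomato- ILC2s and 178460 CPM in tdTomato+ ILC2s, a 7.53-fold difference. Without *Gm10800* the sums were 1959 and 15682 CPM, an 8.01-fold difference. Reads from near-identical repeat copies can be divided between these genes in counting, so the values of single repeat genes are uncertain. Reads from genomic DNA in tdTomato+ libraries were not tested for the repeat genes and are not excluded as a source of their higher level. Over all 11 genes the sums were 26359 and 195055 CPM, and over the 522 other higher genes 12031 and 48655 CPM. The spread between libraries is not known, and no test was made of these sums.

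**Figure D1:**
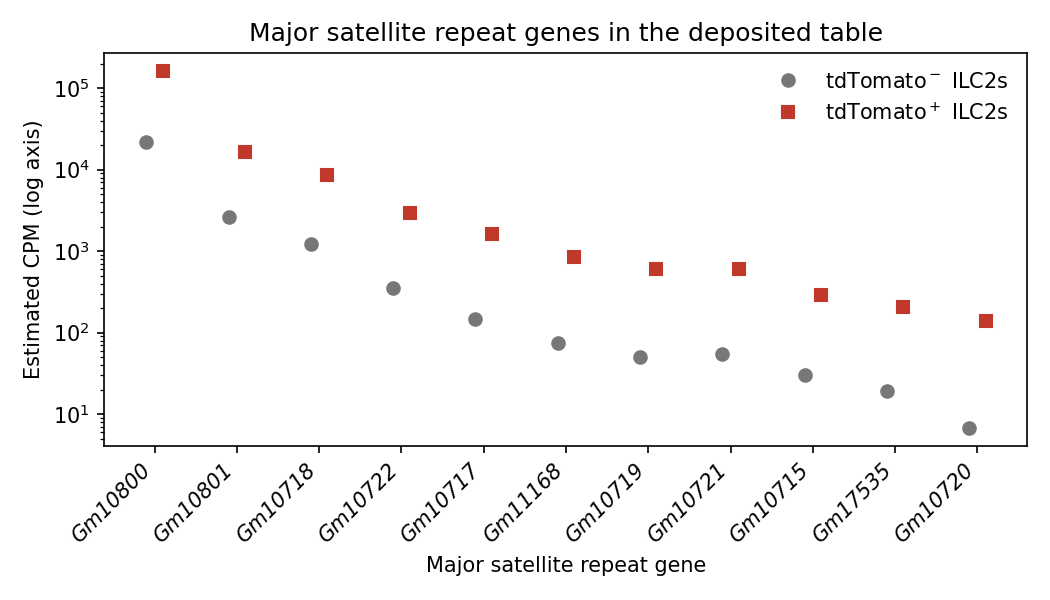
Estimated CPM of each listed major satellite repeat gene, *Gm17535* included, in tdTomato- ILC2s (circles) and tdTomato+ ILC2s (squares), on a log axis, with 1 estimate per population and no error bars because the tables hold no values of single libraries. All genes lie higher in tdTomato+ ILC2s, from 139 CPM for *Gm10720* to 162779 CPM for *Gm10800*.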

Although approximately half of the transcripts accounted for protein-coding genes in tdTomato^−^ ILC2s, non-coding transcripts, such as major satellite repeat transcripts and long non-coding RNAs, dominated the protein-coding transcripts in tdTomato^+^ ILC2s (Fig. 2, A and B). Major satellite repeats are transcribed as non-coding RNA from the pericentromere and contribute to heterochromatin structure (Eymery et al., 2009). Examination of differentially expressed genes revealed that the expression of ILC2 signature genes was reduced in tdTomato^+^ ILC2s (Fig. 2, C and D; and Table S1). 

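Of the 41 transcription factor, cytokine, cytokine receptor and immune checkpoint receptor genes in Fig. 2D, 33 were found among the lower genes and 0 among the higher genes, with a median log2 fold change of -3.61. By the headings of Fig. 2D, all 10 genes under transcription factor were lower (median log2 fold change -3.56), as were 15 of 16 under cytokine receptors (median -3.27), 5 of 8 under cytokines (median -5.50) and 3 of 7 under immune checkpoint receptors (median -4.24), where the figure also places *Prdm1*. In the authors' deposited table, *Gata3* had a log2 fold change of -5.15 and an FDR of 2.98e-46, and *Id2* of -5.67 and 1.87e-59. The receptor for IL-33, *Il1rl1*, had a log2 fold change of -5.55 and an FDR of 1.14e-111 in the authors' deposited table. Its protein, ST2, was comparable between the populations in the paper (Fig. 1C). Among the cytokines, *Csf2*, *Areg*, *Il13* and *Il5* had log2 fold changes of -6.26, -5.77, -5.50 and -4.79 in the authors' deposited table, each with an FDR of at most 2.13e-12 from edgeR's likelihood ratio test. The estimated level of *Il5* was 167 CPM in tdTomato- ILC2s and 6.04 CPM in tdTomato+ ILC2s, and that of *Il13* was 151 and 3.33 CPM. *Arg1* had a log2 fold change of -4.70 in the authors' deposited table. The genes *Il4*, *Tnf*, *Il10*, *Adora2a*, *Prdm1*, *Tigit*, *Lag3* and *Il10rb* were not listed. To set the signature genes against other lower genes, 10000 random lists of 33 lower genes were drawn with the same average expression (10 bins), a comparison chosen after seeing the data. The medians of these lists were centred on -2.48, and the median of the signature genes was below that of all random lists. The lists were not matched on exonic length. Across the lower genes the estimated tdTomato+ level followed that length (Spearman's rho 0.86), so a difference in length is not excluded as the source. However, the paper does not state how the genes of Fig. 2D were selected, and a selection from these data is not excluded. With the populations scaled to the same total over all listed genes, which was chosen after seeing the data and adds 1.08 to every log2 fold change, the median of the signature genes was -2.52. The lower genes with the largest changes were not signature genes. They were *Rplp1*, *Eef1a1*, *Tmsb4x*, *Rplp0* and *Actb*, with log2 fold changes from -8.30 to -7.92 in the authors' deposited table. The higher genes with the largest changes were *Vmn2r7*, *A230057D06Rik*, *Gm10720*, *Scn2a* and *Vmn2r74*, from 6.15 to 4.20 in the authors' deposited table. *Vmn2r6* and *Trdn*, which are marked in Fig. 2C, had log2 fold changes of 4.19 and 3.69 and FDRs of 0.00418 and 0.0139 from edgeR's likelihood ratio test in the authors' deposited table. *Olfr1029* and *2900079G21Rik*, also marked there, were not listed. The exons of *Vmn2r6* and *Trdn* cover 9525 and 9352 bases of GRCm38. Across the 521 higher genes with an annotated length that are not typed as satellite repeats, the estimated level rose with exonic length. Spearman's rho across genes was 0.65 in tdTomato+ ILC2s and 0.49 in tdTomato- ILC2s.

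**Figure D2:**
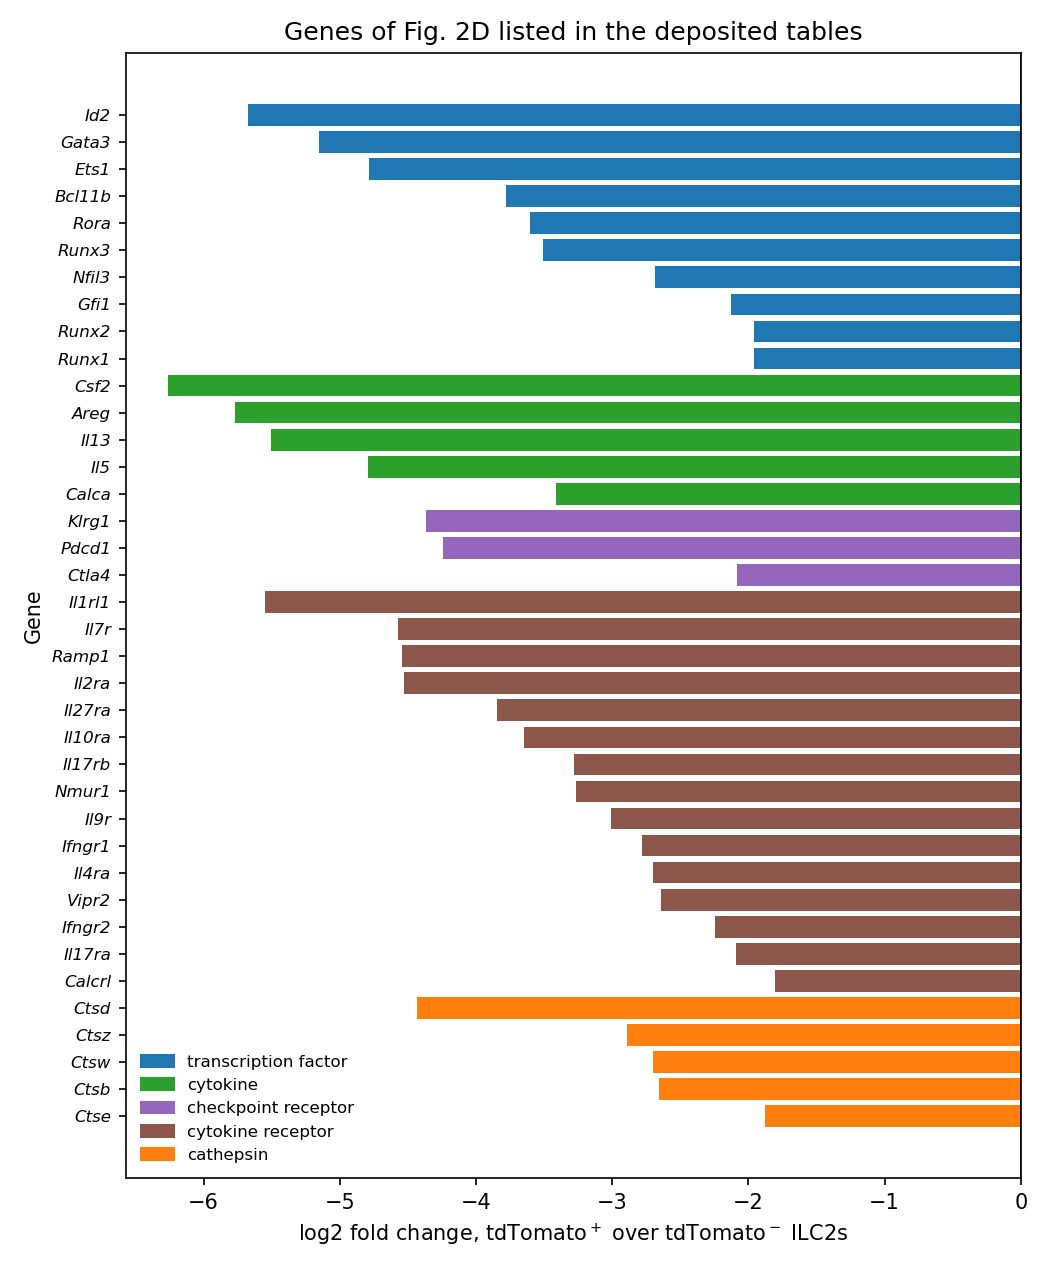
Log2 fold change of tdTomato+ over tdTomato- ILC2s in the authors' deposited table for each listed gene of Fig. 2D, coloured by the gene's group. Bars start at 0 and carry no error, since the tables give none, and all lie below 0, from -1.81 (*Calcrl*) to -6.26 (*Csf2*).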

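Cathepsins are lysosomal proteases. Of the 17 cathepsin genes in Fig. 2D, 5 were found among the lower genes and 0 among the higher genes, and 12 were not listed. Their median log2 fold change was -2.70. In the authors' deposited table, *Ctsd* had a log2 fold change of -4.43 (FDR 5.87e-08), *Ctsz* of -2.89 (FDR 0.00416), *Ctsw* of -2.70 (FDR 0.000617), *Ctsb* of -2.66 (FDR 4.37e-06) and *Ctse* of -1.88 (FDR 0.0276), all from edgeR's likelihood ratio test. *Ctss*, which Fig. 2D does not show, had a log2 fold change of -2.09 in the authors' deposited table. The estimated levels of *Ctsd* were 112 CPM in tdTomato- ILC2s and 5.18 CPM in tdTomato+ ILC2s, and those of *Ctsb* were 135 and 21.4 CPM. Not listed were *Cts3*, *Cts7*, *Cts8*, *Ctsa*, *Ctsc*, *Ctsf*, *Ctsg*, *Ctsh*, *Ctsl*, *Ctsll3*, *Ctso* and *Ctsr*, and the direction of these genes is not known from the tables. With the populations scaled to the same total, the median of the listed cathepsin genes was -1.61. That all of them stayed lower follows from the size of the shift.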

Regarding apoptosis-related genes, cathepsin genes were upregulated in tdTomato^+^ ILC2s relative to tdTomato^−^ ILC2s.

**Figure S3.**
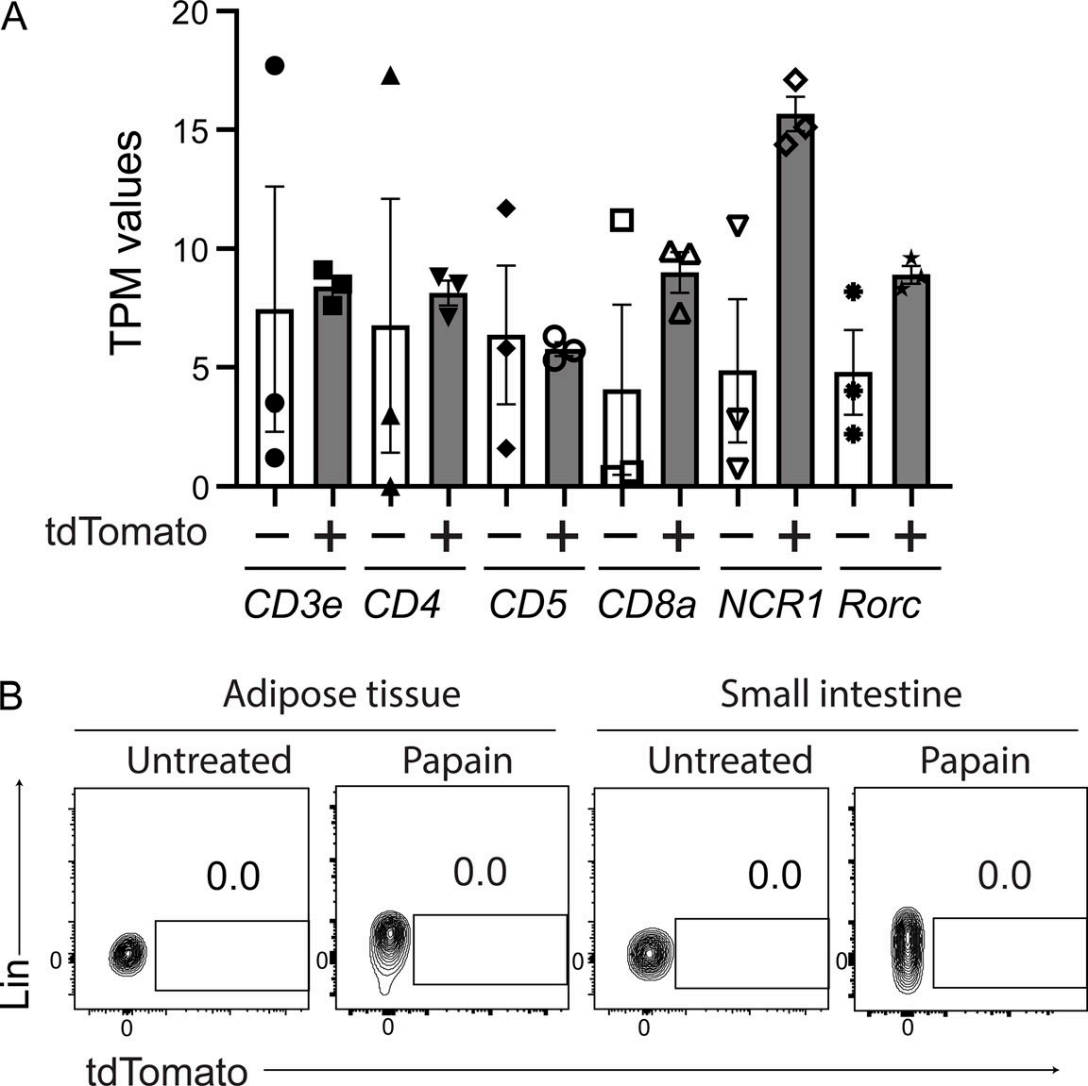
**Lineage marker expression of RNA-seq samples and tdTomato**^**+**^ **ILC2s in tissues. (A)** tdTomato^−^ and tdTomato^+^ lung ILC2s were sorted for RNA sequence analysis from *Tigit*^*fm*^ mice treated with papain and tamoxifen for 19 d. Transcripts per million (TPM) values of the indicated genes in the RNA sequence samples are shown. **(B)** Expression of tdTomato in ILC2s derived from the indicated tissues of *Tigit*^*fm*^ mice treated with papain for 19 d or untreated mice. Data represent two independent experiments.

**Figure 2.**
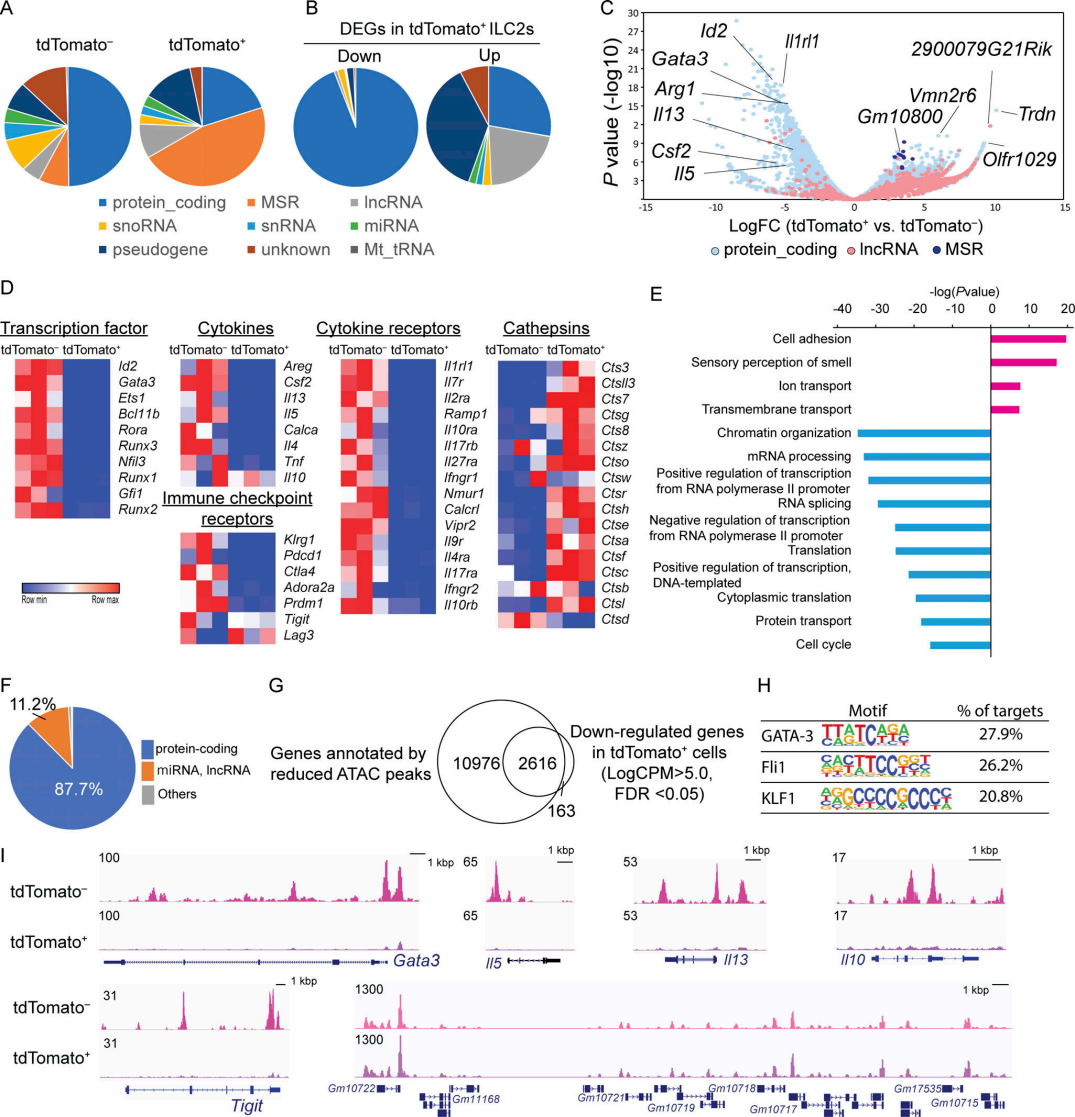
**A global reduction in protein-coding gene expression is associated with decreases in chromatin accessibility in TIGIT**^**+**^ **ILC2s.** Transcriptomic analysis of tdTomato^−^ and tdTomato^+^ lung ILC2s that were purified from *Tigit*^*fm*^ mice treated with papain and tamoxifen for 19 d. snoRNA, small nucleolar RNA; MSR, major satellite repeat; snRNA, small nuclear RNA; lncRNA, long non-coding RNA; miRNA, microRNA; Mt_RNA, mitochondrial RNA. **(A)** Gene types of the whole transcriptome in tdTomato^−^ and tdTomato^+^ lung ILC2s. **(B)** Types of differentially expressed genes (DEGs) in tdTomato^+^ vs. tdTomato^−^ lung ILC2s. **(C)** Volcano plot of DEGs between tdTomato^−^ and tdTomato^+^ lung ILC2s. **(D)** Heatmap of gene expression in tdTomato^−^ and tdTomato^+^ lung ILC2s. **(E)** Gene ontology analysis of tdTomato^+^ vs. tdTomato^−^ lung ILC2s. **(F)** Pie chart showing the types of annotated genes with reduced ATAC peaks at their genomic loci. **(G)** Venn diagram showing the number of genes with reduced ATAC peaks (based on ATAC-seq data) and the number of downregulated genes (based on RNA-seq data) of tdTomato^+^ lung ILC2s compared with those of tdTomato^−^ lung ILC2s. FDR, false discovery rate. **(H)** Motif analysis of the gene loci assigned to the reduced ATAC peaks. **(I)** Tracks of ATAC-seq traces for indicated gene loci in tdTomato^−^ and tdTomato^+^ lung ILC2s.

To gain further insight into the biological processes in tdTomato^+^ ILC2s, we applied gene ontology analysis to the differentially expressed gene sets (Fig. 2 E). 

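Gene families were taken by symbol from the listed genes, with the families set before the data were examined but after the paper's figures on the same data were read. Kinases and binding proteins that share the symbols of ribosomal proteins or initiation factors were left out after the listed symbols were seen. Among the lower genes were 76 genes with symbols of ribosomal proteins, with a median log2 fold change of -6.21. They ranged from -8.30 to -2.52, and the value of -2.52 belonged to *Rpl7l1*, which was kept by its symbol alone. There were also 31 genes of translation initiation factors (median -3.10), 31 of splicing factors (median -3.24) and 8 of Mediator or RNA polymerase II subunits (median -1.81). All genes listed in these 4 families were lower, also with the populations scaled to the same total, where the median of the ribosomal protein genes was -5.12. Of the chromatin regulator genes, 32 were lower (median -1.96) and 1 was higher. With the populations scaled to the same total, 31 of the 32 stayed lower. The scaling adds 1.08 to every log2 fold change, so which genes stayed lower in these families follows from the size of that shift. Among the higher genes were 53 genes of vomeronasal receptors (median log2 fold change 2.68, from 1.38 to 6.15), 8 of olfactory receptors (median 2.73) and 7 of cadherins or protocadherins (median 2.23), with none of these families among the lower genes. Symbols of vomeronasal receptors in particular belong to near-identical genes whose reads can be divided in counting. Whether a family was divided unevenly between the lower and the higher genes was tested by Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment over the 8 families. This test was chosen after the counts of the families were seen, so its p-values only describe the division. The adjusted p-value was 1e-43 for vomeronasal receptors, 6.73e-06 for ribosomal proteins, 1.27e-06 for olfactory receptors and 5.54e-06 for cadherins. It was 0.0136 for translation initiation factors and also for splicing factors. It was 0.0574 for chromatin regulators, which did not pass 0.05, and 0.618 for Mediator and RNA polymerase II subunits, of which 8 of 8 were lower, too few for this test to pass in that direction. Genes are not independent replicates in these tests.

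**Figure D3:**
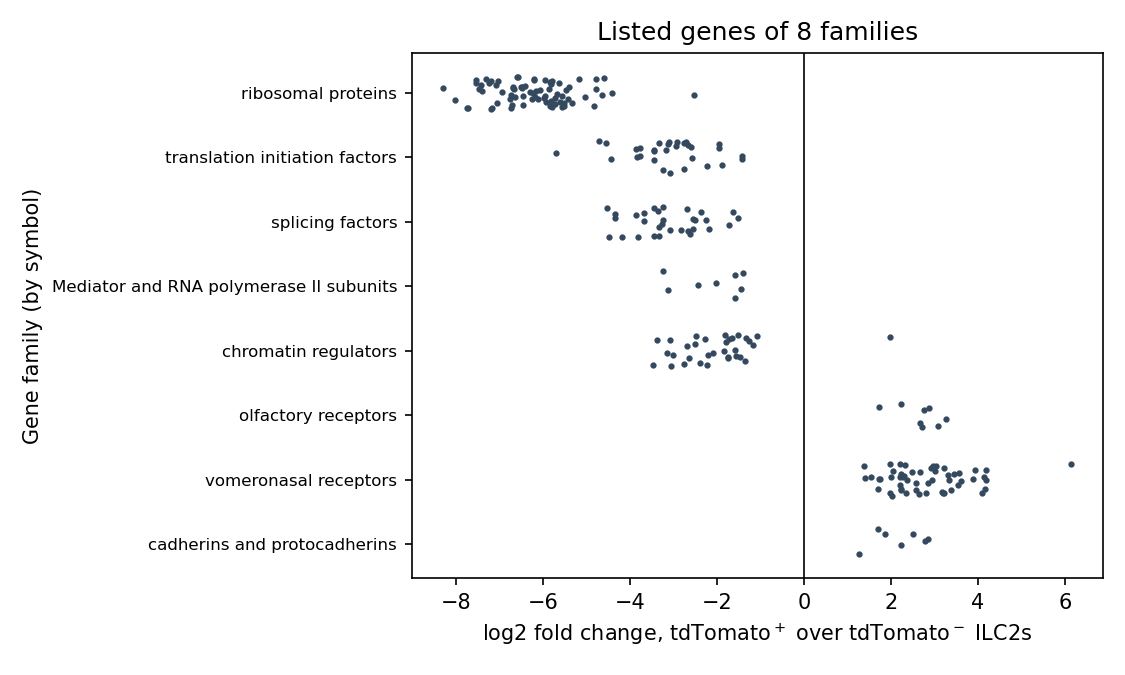
Log2 fold change of tdTomato+ over tdTomato- ILC2s in the authors' deposited tables for each listed gene (point) of 8 families taken by symbol. The points are shifted at random in height to keep them apart. The 76 ribosomal protein genes have the lowest median (-6.21) of the 8 families, and their range overlaps with those of other lower families. The 53 vomeronasal receptor genes lie from 1.38 to 6.15. With the populations scaled to the same total, 1 chromatin regulator would move from below to above 0.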

Negative enrichment was observed for chromatin organization, transcription, mRNA processing/splicing, and translation. These data suggest that TIGIT^+^ ILC2s are overactivated ILC2s that, despite possessing residual IL-5 and IL-10 proteins, globally retard their basic cellular functions.

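Summed over the 2906 lower genes, the estimated level was 674885 CPM in tdTomato- ILC2s and 93032 CPM in tdTomato+ ILC2s, a 7.25-fold difference. Leaving out the 10 lower genes with the highest average level gave a 6.77-fold difference, so the sum did not rest on a few abundant genes. For the 8 mitochondrial genes among the lower genes, the sums were 23100 and 372 CPM, a 62.1-fold difference. The median log2 fold change of the lower genes was -2.29, and 1825 of them (62.8%) had a log2 fold change under -2. With the populations scaled to the same total over all listed genes, which was chosen after seeing the data, the median was -1.21. Because only genes that passed the authors' thresholds are listed, these sums do not cover the whole transcriptome. The number of libraries and their spread are not known for these sums, and no test was made. From its data, the paper proposes that TIGIT+ ILC2s are overactivated and slow their basic functions globally. A smaller yield of mRNA from tdTomato+ ILC2s in sorting or library preparation would also lower these sums, and it cannot be told apart here.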

### Global decreases in chromatin accessibility occur in TIGIT^+^ ILC2s

Sustained antigen stimulation induces cell death in exhausted CD8^+^ T cells accompanied by epigenetic changes (Kurachi, 2019). To assess whether tdTomato^+^ ILC2s acquire a distinct epigenetic state, we performed ATAC-seq using sorted tdTomato^−^ or tdTomato^+^ ILC2s. The results showed that 87% of annotated genes with reduced ATAC peaks in tdTomato^+^ ILC2s were protein-coding genes (Fig. 2 F). Most genes that were downregulated in tdTomato^+^ ILC2s, determined by RNA sequences, are associated with reduced chromatin accessibility (Fig. 2 G and Table S2). 

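The accessibility calls are the paper's own, from 2 ATAC-seq libraries of each population, and were not recomputed here. The paper's diagram assigns a reduced ATAC peak to 94.1% of its 2779 downregulated genes. The gene lists of Table S2 were joined by symbol to the 2906 lower genes. The shown part of the list of shared genes held 1997 genes, and all 1997 were among the lower genes. The list of genes without a reduced peak held 167 genes, and all 167 were among the lower genes. Of the 2219 lower genes in the alphabetical range of the shown part, 1997 (90.0%) had a reduced peak, 124 had none and 98 were in neither list. Without the 98 genes, the share with a reduced peak was 94.2%. Both sets hold only genes that passed the authors' thresholds as lower, which limits how far their fold changes can differ. The median log2 fold change of genes without a reduced peak was -2.21 (quartiles -3.12 and -1.75), against -2.32 (quartiles -3.17 and -1.80) for genes with a reduced peak. The difference of 0.11 was not significant (permutation test over genes, two-sided, 100000 resamples, p = 0.24). Matched on the estimated level in tdTomato- ILC2s in 5 bins, the difference was -0.14 (permutation test within bins, p = 0.143), so its direction depended on the matching. Genes are not independent replicates in these tests.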

Motif analysis of the reduced peaks in tdTomato^+^ ILC2s revealed that the loss of chromatin accessibility by GATA-3, Fli1, and KLF1 may lead to the dysfunction in tdTomato^+^ ILC2s (Fig. 2 H). Chromatin accessibility was reduced for ILC2 signature genes such as *Gata3*, *Il5*, and *Il13*, as well as in *Tigit* and *Il10* loci (Fig. 2 I). Although mRNA expression levels of *Tigit* and *Il10* were comparable between tdTomato^−^ and tdTomato^+^ ILC2 cells, their genomic loci lost chromatin accessibility (Fig. 2, D and I), suggesting that chromatin accessibility in the *Tigit* and *Il10* gene loci may be maintained at the last moment of transcriptional arrest. In contrast, significant changes were not observed at the genomic loci for major satellite repeats (Fig. 2 I, bottom right). These data indicate that a global reduction in chromatin accessibility may suppress the transcription of coding genes.

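Neither *Tigit* nor *Il10* was found among the lower or the higher genes, and their fold changes are not known from the tables. In GRCm38, the build of the accessibility data, *Tigit* lies on the minus strand of chromosome 16 from 43648867 to 43664146, and *Il10* on the plus strand of chromosome 1 from 131019845 to 131024974. All listed genes had an FDR under 0.05 and an average log2 CPM over 5. Absence can mean that either limit was missed or that a further filter was applied, and the tables do not show which. For comparison, the lower checkpoint receptor *Ctla4* passed with a log2 fold change of -2.08 and an average log2 CPM of 5.52 in the authors' deposited table. The estimated level of *Ctla4* was 74.4 CPM in tdTomato- ILC2s and 17.6 CPM in tdTomato+ ILC2s. The gene of the receptor for IL-10, *Il10ra*, had a log2 fold change of -3.65 in the authors' deposited table.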

### TIGIT^+^ ILC2s are apoptotic and short-lived during chronic airway allergy

We next wondered why highly activated tdTomato^+^ cells were so rare even while allergic inflammation was getting very severe in the lung. If chronic allergy induced a stable tdTomato^+^ ILC2 population, these cells would be expected to accumulate at sites of chronic allergy. Therefore, we speculated that tdTomato^+^ ILC2s in chronic allergy either migrated to other tissues or had died due to overactivation. While ILC2s are tissue-resident cells, activated ILC2s can enter the bloodstream and lymphatic vessels (Huang et al., 2018; Mathä et al., 2021); however, no tdTomato^+^ ILC2s were observed in the peripheral blood, draining lymph nodes, adipose tissues, and small intestine (Fig. 3 A and Fig. S3 B), suggesting that the recruitment of tdTomato^+^ ILC2s to other tissues is unlikely.

**Figure 3.**
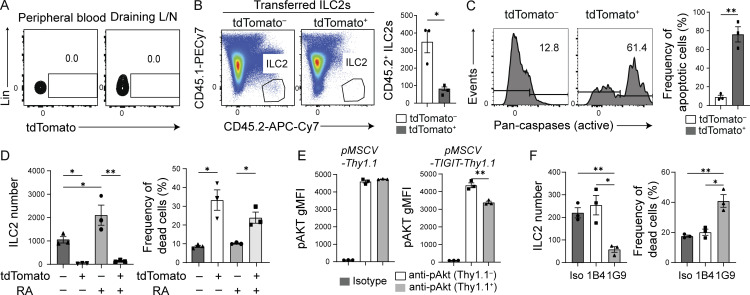
**TIGIT**^**+**^ **ILC2s have a short lifespan during chronic allergy. (A–E)** *Tigit*^*fm*^ mice were treated with papain and tamoxifen for 19 d to analyze and sort ILC2s for culture. L/N, lymph node. **(A)** Expression of tdTomato in ILC2s derived from the indicated tissues of *Tigit*^*fm*^ mice. **(B)** CD45.2^+^ tdTomato^−^ or tdTomato^+^ lung ILC2s from *Tigit*^*fm*^ mice were transferred to the trachea of CD45.1^+^ mice that had been administered papain for 8 d. Representative plots (left) and quantification (right) of CD45.1^−^CD45.2^+^ ILC2s in the trachea 1 h after transfer. **(C)** Representative histograms (left) and quantification (right) of active pan-caspases in tdTomato^−^ and tdTomato^+^ lung ILC2s. **(D)** Number of tdTomato^−^ and tdTomato^+^ lung ILC2s (left) and frequency of dead cells in the indicated ILC2s (right) following culture with IL-2, IL-7, and IL-33 with or without retinoic acid (RA) for 6 d. **(E)** Geometric mean fluorescent intensity (gMFI) of pAKT in *Tigit*^−/−^ ILC2s retrovirally transduced with the indicated retroviral vectors and cultured with soluble CD155. **(F)** Number of tdTomato^+^ ILC2s (left) and frequency of dead cells in tdTomato^+^ ILC2s (right) following culture with IL-2, IL-7, IL-33, and RA in the presence of isotype antibody (Iso), anti-TIGIT antagonistic antibody (1B4), or anti-TIGIT agonistic antibody (1G9). *P < 0.05 and **P < 0.01, as determined by unpaired two-tailed *t* test. Data represent at least two independent experiments (mean ± SEM of three mice in B and C; mean ± SEM of technical triplicates in D–F).

To determine the fate of tdTomato^+^ ILC2s in the airway, we isolated tdTomato^−^ and tdTomato^+^ ILC2s from *Tigit*^*fm*^ (CD45.2^+^) mice treated with papain and tamoxifen for 19 d and intratracheally transferred the 500 cells to CD45.1^+^ mice treated with papain in the same manner for 8 d. 1 h after intratracheal transfer, tdTomato^+^ ILC2s were scarcely recovered from the bronchoalveolar lavage fluid (BALF; Fig. 3 B). Furthermore, the total activity of caspases in tdTomato^+^ ILC2s was greater than that in tdTomato^−^ ILC2s (Fig. 3 C), indicating that tdTomato^+^ ILC2s are apoptotic and quickly disappear from the inflamed airway. The prompt disappearance might enable the cells to die with residual IL-5 and IL-10 reporter proteins before transcriptional arrest impacts the protein expression.

### CD155 on alveolar macrophages induces cell death in TIGIT^+^ ILC2s

To further assess the fate of tdTomato^+^ ILC2s, we cultured the cells under general allergic conditions containing IL-2, IL-7, and IL-33 or under IL-10–inducing conditions containing these three cytokines plus retinoic acid. In both culture media, a lower proliferation and higher number of dead cells was observed in tdTomato^+^ than in tdTomato^−^ ILC2s (Fig. 3 D). TIGIT inhibits the phosphorylation of AKT and, thereby, mTORC1, which is known to negatively regulate apoptosis (Sato et al., 2021; Weichhart et al., 2015). Accordingly, a lower level of AKT phosphorylation was observed in *Tigit*^−/−^ ILC2s that retrovirally overexpressed TIGIT and were stimulated with soluble CD155 than in non-transduced cells and ILC2s transduced with control vector (Fig. 3 E). Next, to assess the role of TIGIT in the fate of tdTomato^+^ ILC2s, we stimulated these cells in vitro with the anti-TIGIT agonistic antibody 1G9 (Schorer et al., 2020). TIGIT signaling induced the death of tdTomato^+^ ILC2s, while no such results were observed with the anti-TIGIT antagonistic antibody 1B4 (Fig. 3 F).

CD155 was robustly expressed on alveolar macrophages during allergic inflammation (Fig. 4 A). To examine whether alveolar macrophages interact with TIGIT^+^ ILC2s via CD155, alveolar macrophages from either *Cd155*^+/+^ or *Cd155*^−/−^ mice were cultured with tdTomato^−^ lung ILC2s from *Tigit*^*fm*^ mice in the presence of tamoxifen (Fig. 4, B and C). *Cd155*^+/+^ alveolar macrophages efficiently killed tdTomato^+^ ILC2s, resulting in a reduction in the number of cultured ILC2s (Fig. 4, B–D). This cytotoxic ability was impaired in *Cd155*^−/−^ alveolar macrophages (Fig. 4, B and C), indicating that CD155 is required for the cytotoxic effects of alveolar macrophages against tdTomato^+^ ILC2s. Furthermore, we confirmed that macrophages colocalized with CD3^−^ tdTomato^+^ cells (mostly ILC2s) in the ILC2-rich area of the adventitial cuffs of the lung (Fig. 4 E). Following deletion of alveolar macrophages by intratracheal administration of clodronate liposomes in *Tigit*^*fm*^ mice with chronic allergy, the number of tdTomato^+^ ILC2s increased in the airway (Fig. 4 F). Therefore, alveolar macrophages eliminate highly activated TIGIT^+^ ILC2s. We tentatively refer to this form of cell death as AICD since tdTomato^+^ ILC2s are in their final activation state.

**Figure 4.**
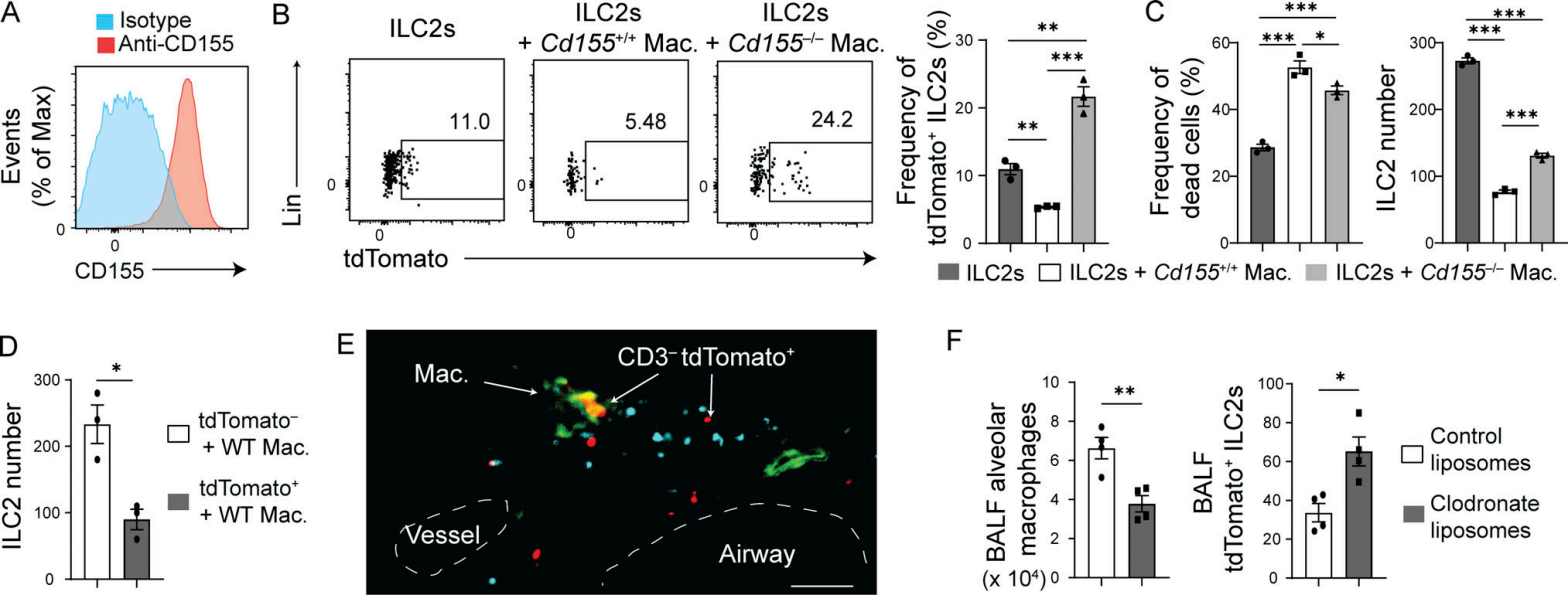
**CD155**^**+**^ **alveolar macrophages eradicate TIGIT**^**+**^ **ILC2s during chronic allergy. (A–D)** *Cd155*^+/+^, *Cd155*^−/−^, and *Tigit*^*fm*^ mice were intranasally treated with papain for 19 d. Alveolar macrophages (Mac.) were analyzed and sorted from *Cd155*^+/+^ and *Cd155*^−/−^ mice and cultured with tdTomato^−^ ILC2s from *Tigit*^*fm*^ mice in the presence of 4-hydroxy tamoxifen for 48 h. **(A)** Expression of CD155 on macrophages of *Cd155*^+/+^ mice before coculture. **(B)** Representative plots (left) and quantification (right) of tdTomato expression in ILC2s after coculture with or without indicated alveolar macrophages. **(C)** Frequency of dead cells in the indicated ILC2s (left) and number of ILC2s (right) following culture as in B. **(D)** Number of tdTomato^−^ and tdTomato^+^ ILC2s cultured with *Cd155*^+/+^ macrophages for 48 h. **(E)** Representative lung image of an immunofluorescence assay for CD68^+^ macrophages (green), CD3^+^ cells (blue), and tdTomato (red) in the adventitial cuff of *Tigit*^*fm*^ mice. Scale bar, 50 μm. **(F)** Number of macrophages (left) and tdTomato^+^ ILC2s (right) in the BALF of *Tigit*^*fm*^ mice intratracheally treated with control liposomes or clodronate liposomes. *P < 0.05, **P < 0.01, and ***P < 0.001, as determined by unpaired two-tailed *t* test. Data represent at least two independent experiments (mean ± SEM of technical triplicates in B–D; mean ± SEM of four mice in F).

### TIGIT regulates a pool of activated ILC2s during chronic allergy

To determine the intrinsic function of TIGIT in ILC2s, we adoptively transferred a 1:1 ratio of CD45.1^+^ *Tigit*^+/+^ and CD45.2^+^ *Tigit*^−/−^ bone marrow (BM)–derived cells to sublethally irradiated CD45.1^+^/CD45.2^+^ recipient mice and induced chronic airway allergy. Before papain treatment, *Tigit*^+/+^ and *Tigit*^−/−^ ILC2s were evenly distributed in the lungs of the recipient mice (Fig. 5, A and B). However, chronic airway allergy induced a higher number of *Tigit*^−/−^ ILC2s in the bronchoalveolar space and lungs than that of *Tigit*^+/+^ ILC2s (Fig. 5, A and B). Notably, this trend was prominent in the bronchoalveolar space, where the most severe airway inflammation was expected due to the intranasal administration of papain. Functionally, *Tigit*^−/−^ ILC2s comparably produced IL-5 and IL-13 relative to *Tigit*^+/+^ ILC2s (Fig. 5, C and D). We next assessed the physiological relevance of TIGIT to chronic airway allergy by administering anti-TIGIT antagonistic antibody to *Tigit*^*fm*^ mice with chronic allergy. TIGIT blockade increased the number of total and tdTomato^+^ lung ILC2s as well as the ratio of tdTomato^+^ cells among ILC2s and decreased the death rate of tdTomato^+^ ILC2s, resulting in an increased number of lung eosinophils and histological inflammation (Fig. 5, E–H). However, the blockade did not statistically increase IL-5 and IL-13 production by lung ILC2s (Fig. 5 I). These data suggest that TIGIT in ILC2s controls ILC2 number, but not cytokine production during chronic allergy.

**Figure 5.**
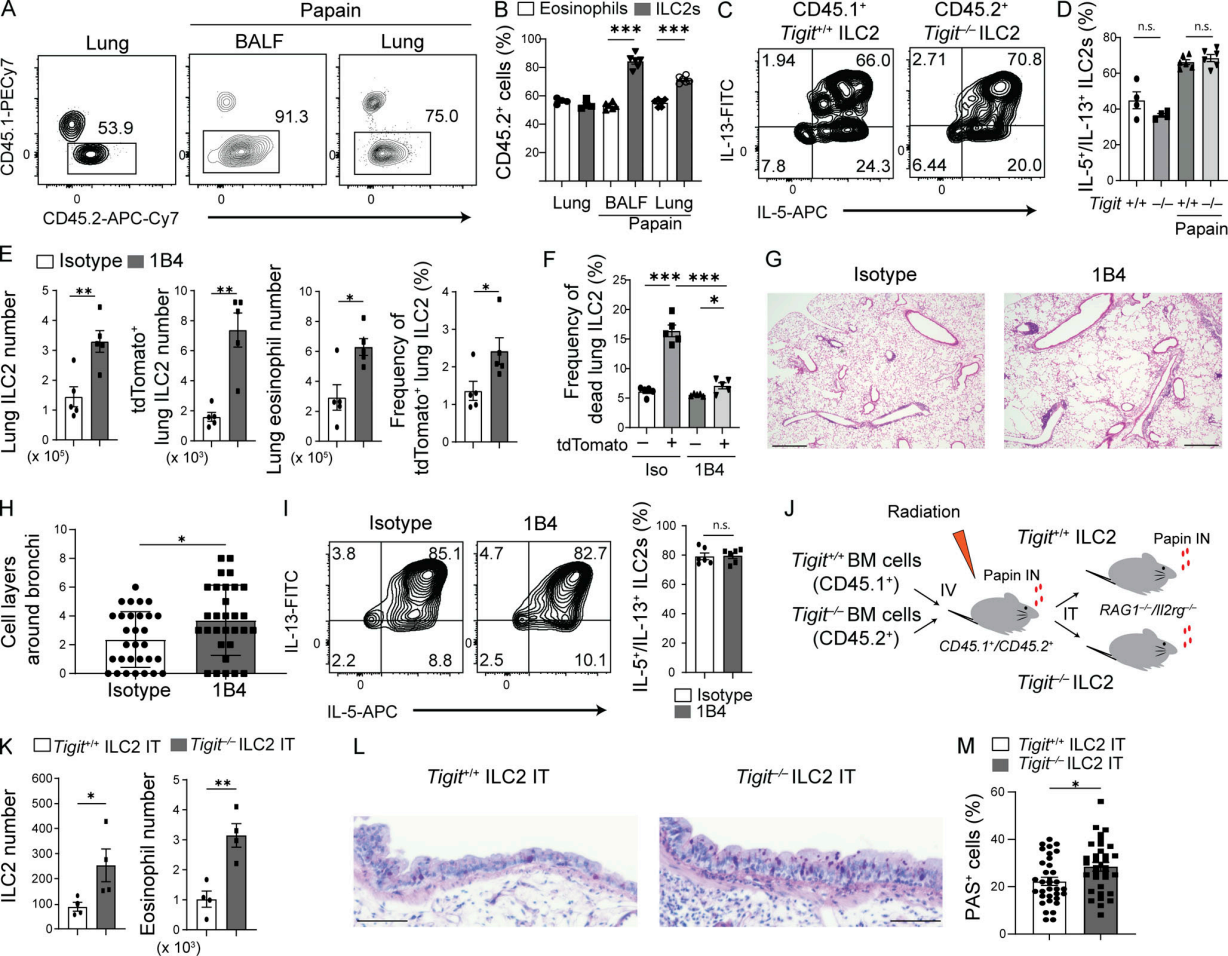
**TIGIT-mediated AICD of ILC2s attenuates chronic airway allergy. (A–D)** BM chimeric mice were prepared by injecting a 1:1 mixture of CD45.1^+^ *Tigit*^+/+^ and CD45.2^+^ *Tigit*^−/−^ BM-derived cells to sublethally irradiated CD45.1^+^ CD45.2^+^ recipient mice. **(A)** Chimerism of BALF and lung donor ILC2s of recipient mice with or without intranasal papain treatment for 19 d. Flow cytometric results were analyzed to determine the expression of CD45.1 and CD45.2. **(B)** Frequency of CD45.2^+^ *Tigit*^−/−^ ILC2s and eosinophils in the chimeric mice treated with or without papain. **(C)** Expression of IL-5 and IL-13 in *Tigit*^+/+^ and *Tigit*^−/−^ ILC2s from the chimeric mice treated with papain as in A. **(D)** Frequency of IL-5/IL-13–producing ILC2s in *Tigit*^+/+^ and *Tigit*^−/−^ ILC2s of the chimeric mice treated with or without papain. **(E–I)** *Tigit*^*fm*^ mice were administered papain and tamoxifen with intraperitoneal injection of isotype antibody or anti-TIGIT antagonistic antibody (1B4). **(E)** Number of lung ILC2s (far left), tdTomato^+^ lung ILC2s (left), and lung eosinophils (right) as well as the frequency of tdTomato^+^ cells in lung ILC2s (far right). **(F)** Frequency of dead cells in tdTomato^−^ and tdTomato^+^ lung ILC2s. **(G)** Lung histology (hematoxylin and eosin staining). Scale bar, 500 μm. **(H)** Number of cell layers around bronchi in the lungs. **(I)** Representative plots (left) and quantification (right) of IL-5 and IL-13 production in lung ILC2s. **(J–M)** For adoptive transfer experiments, *Tigit*^+/+^ or *Tigit*^−/−^ lung ILC2s were sorted from the chimeric mice. The ILC2s were then intratracheally administered to *Rag1*^−/−^*Il2rg*^−/−^ mice that had been pretreated with intranasal papain every 3 d for a week; after transfer, the mice received a consecutive 6 d of intranasal papain. **(J)** Experimental design for the adoptive transfer of ILC2s. **(K)** Number of ILC2s (left) and eosinophils (right) in the BALF. **(L)** PAS staining of the lungs. Scale bar, 50 μm. **(M)** Frequency of PAS^+^ cells in the epithelium. IN, intranasal administration; IT, intratracheal administration; IV, intravenous injection. *P < 0.05, **P < 0.01, and ***P < 0.001, as determined by unpaired two-tailed *t* test. Data represent at least two independent experiments (mean ± SEM of six mice in B and D; mean ± SEM of five mice in E–G and I; mean ± SEM of four mice in K and M; mean ± SEM of 32 views).

To directly evaluate TIGIT-specific effects in ILC2-mediated chronic allergy, we generated BM chimeric mice with CD45.1^+^ *Tigit*^+/+^ and CD45.2^+^ *Tigit*^−/−^ BM-derived cells, induced chronic allergy via papain treatment, and then sorted CD45.1^+^ *Tigit*^+/+^ and CD45.2^+^ *Tigit*^−/−^ lung ILC2s for adoptive transfer to *Rag1*^−/−^*Il2rg*^−/−^ mice that were deficient in acquired and innate lymphocytes (Fig. 5 J). The recipient *Rag1*^−/−^*Il2rg*^−/−^ mice were pretreated with papain thrice per week and, after the adoptive transfer of *Tigit*^+/+^ or *Tigit*^−/−^ ILC2s, for an additional and consecutive 6 d. On day 13, mice receiving *Tigit*^−/−^ ILC2s exhibited an increased number of ILC2s and eosinophils in the BALF compared with those of mice receiving *Tigit*^+/+^ ILC2s (Fig. 5 K). Histological examination of lung sections stained with Periodic Acid Schiff (PAS) revealed that the adoptive transfer of *Tigit*^−/−^ ILC2s increased goblet cell numbers in the epithelium compared with those of *Tigit*^+/+^ ILC2s (Fig. 5, L and M). Taken together, TIGIT regulates the ILC2 population via AICD in chronic airway allergy.

In this study, we have first provided evidence that chronic allergy constantly induces cell death in overactivated ILC2s via the TIGIT/CD155 axis and that AICD diminishes eosinophilic allergic inflammation. Mechanistically, macrophages interacted with TIGIT^+^ ILC2s via CD155 and enhance AICD, which was found to be accompanied by an increase in caspase activity, transcriptional arrest, and a global reduction in the chromatin accessibility of coding genes. TIGIT^+^ ILC2s were a rare population due to the high cell death rate but possessed significant regulatory functions by AICD in total. Thus, the AICD of ILC2s is a novel mechanism by which allergic inflammation is suppressed during chronic allergy.

We have clarified the critical role of CD155 on alveolar macrophages in the AICD of TIGIT^+^ ILC2s. Alveolar macrophages comprise a major hematopoietic cell population in the airway, highly express CD155, and colocalize with ILC2s in the lungs (Fig. 4, A and E). M2 macrophage activation is dependent on IL-4, IL-5, and IL-13, which are secreted by ILC2s (Bouchery et al., 2015; Shen et al., 2021). In turn, M2 macrophages promote ILC2 differentiation from ILC progenitors (Pei et al., 2020). Metabolic enzymes in macrophages are critical for macrophage-mediated ILC2 activation (Nieves et al., 2016; Yamaguchi et al., 2018). Thus, macrophages interact with ILC2s to initiate type 2 inflammation. Given that macrophages help promote ILC2 activation through close proximity until the acquisition of TIGIT by ILC2s in chronic allergy, they can quickly remove overactivated TIGIT^+^ ILC2s via direct cell–cell contact.

Coculture of ILC2s and CD155^−/−^ macrophages increased frequency of tdTomato^+^ ILC2s relative to ILC2s without macrophages (Fig. 4 B), indicating that CD155^−/−^ macrophages can induce TIGIT in ILC2s. Since IFN-β induces TIGIT in PD-1^+^ CD8^+^ T cells and inhibits ILC2 activity (Koto et al., 2022; Moro et al., 2016), type I IFNs from CD155^−/−^ macrophages may facilitate TIGIT expression in ILC2s.

TIGIT/CD155 binding inhibits natural killer cell function via the recruitment of SHIP1 and the inhibition of phosphoinositide 3-kinase and mitogen-activated protein kinase signaling pathways (Liu et al., 2013). However, in Treg cells, TIGIT augments Treg cell functions by inhibiting AKT–mTORC1 signaling (Sato et al., 2021). The function of mTORC1 is to help detect growth factors and nutrients and to inhibit the apoptotic pathway. ILC2s also depend on mTOR signaling for IL-33–mediated cytokine production and proliferation (Salmond et al., 2012). Thus, mTORC1 may be involved in the AICD of tdTomato^+^ ILC2s.

Regulatory roles of IL-10^+^ ILC2s have been suggested (Golebski et al., 2021). However, Seehus et al. clearly showed that IL-10^+^ ILC2s produce more IL-5 and IL-13 than IL-10^−^ ILC2s in vivo (Seehus et al., 2017). Retinoic acid is known to induce IL-10 in ILC2s, but activates ILC2s for cell proliferation in vitro (Seehus et al., 2017). We showed that IL-10^+^ ILC2s apparently include highly activated cells that can be removed quickly. Regulatory roles of IL-10^+^ ILC2s may be mediated in part by the AICD of overactivated ILC2s.

The accumulation of activated ILC2s at sites of allergic inflammation is associated with human allergic disease progression (Doherty et al., 2015; Roediger et al., 2013; Smith et al., 2016). Our data suggest that the number of activated ILC2s in mice is regulated by AICD via TIGIT. In humans, a similar mechanism may facilitate the removal of highly activated ILC2s. Future studies are warranted to determine whether TIGIT is expressed on activated human ILC2s or whether other molecules can mediate the AICD of human ILC2s, as well as to determine the potential of enhancing the AICD of ILC2s as a new strategy to treat chronic allergy.

## Materials and methods

### Mice

All mice were bred and maintained at a specific pathogen–free facility at the Akita University Graduate School of Medicine, Akita, Japan, and the animal protocols were approved by the ethics review board of Akita University. C57BL/6 and congenic CD45.1^+^ mice were obtained from Charles River Japan. IL-5-venus reporter mice were provided by the RIKEN BioResource center through the National BioResource Project of the Ministry of Education, Culture, Sports, Science, and Technology/Japan Agency for Medical Research and Development, Japan (Ikutani et al., 2012). IL-10-venus reporter mice, *Tigit*^−/−^ mice, and *Cd155*^−/−^ mice were provided by Dr. Kiyoshi Takeda from Osaka University, Osaka, Japan (Atarashi et al., 2011), Dr. Akira Shibuya and Dr. Kazuko Shibuya from the University of Tsukuba (Negishi et al., 2018), and Dr. Günter Bernhardt from Hannover Medical School (Maier et al., 2007), respectively. *Tigit-Cre-ERT2* mice were established using 129 ES cells in which the *IRES-EGFP-Cre-ERT2* cassette was inserted into the 3′ untranslated region of *Tigit* using CRISPR/Cas9 in our facility. *Tigit-Cre-ERT2* mice were backcrossed with C57BL/6 mice seven times and with Rosa26-tdTomato mice (#:007914; Jackson mouse, strain) for the fate-mapping study. *Il2rg*^*−/−*^ mice were generated with CRISPR/Cas9 by injecting Cas9 nuclease and two single guide RNAs (5ʹ-ATC​TGA​TAA​TAA​TAC​ATT​CC-3ʹ, 5ʹ-CAA​CAA​ATG​TCT​GGT​AGA​GC-3ʹ) into mouse zygotes, as previously described (Zhou et al., 2014), and crossed with *Rag1*^*−/−*^ mice (#:002216; Jackson mouse, strain).

### Chronic airway allergy and tamoxifen treatment

To establish chronic airway allergy models, mice were intranasally administered 200 µg papain (FUJIFILM Wako) in 50 μl of sterile PBS every 3–4 d for 19 d; alternatively, they were intranasally administered 500 ng of either IL-25 (Peprotech) or IL-33 (Peprotech) in 50 μl of PBS on days 0, 3, and 6. To induce tdTomato expression, 2 mg of tamoxifen in 100 μl corn oil was orally administered on every day of papain treatment and every subsequent day. BALF and lungs were harvested 24 h after the final administration of tamoxifen. To block TIGIT–ligand interaction, mice were intraperitoneally treated with 100 µg of isotype antibody or anti-TIGIT antagonistic antibody (1B4; Bio X Cell) on days 12, 14, and 16. To delete alveolar macrophages, 100 μl of control liposomes (F70101-N; FormuMax) or clodronate liposomes (F70101C-N; FormuMax) was intratracheally administered to mice on days 15 and 16 during papain treatment. BALF was collected to count alveolar macrophages and tdTomato^+^ ILC2s 24 h after the final papain and tamoxifen treatments on day 17.

For BM competition analysis, CD45.1^+^/CD45.2^+^ recipient mice were irradiated at 950 rad and reconstituted with 5 × 10^6^ BM-derived cells each from CD45.1^+^ mice and CD45.2^+^ *Tigit*^−/−^ mice. 8–12 wk after transfer, papain was administered as described above to *Tigit*^*fm*^ mice for 19 d. Following treatment, 500 CD45.2^+^ tdTomato^−^ or tdTomato^+^ lung ILC2s were sorted from the *Tigit*^*fm*^ mice and transferred to the trachea of the CD45.1^+^ mice preadministered papain thrice over a week. The transferred cells were harvested by collecting BALF from the recipient mice 1 h after transfer. For the adoptive transfer of *Tigit*^+/+^ and *Tigit*^−/−^ ILC2s, 1 × 10^4^ lung ILC2s that had been sorted from CD45.1^+^/CD45.2^+^ recipient mice with chronic airway allergy were intratracheally injected into *Rag1*^−/−^*Il2rg*^−/−^ mice that had been intranasally pretreated with papain thrice over a week; after transfer, the mice were intranasally treated with papain for a consecutive 6 d.

### Cell preparation and flow cytometry

Cell-containing BALF was obtained via intratracheal infusion of PBS through a catheter. Lungs were dissected and minced using scissors and then incubated in 8 ml of digestion buffer containing RPMI medium supplemented with 2% FBS, 4 mg collagenase IV (C5138; Sigma–Aldrich), and 400 μg of DNase (043-26773; FUJIFILM) at 200 rpm and 37°C for 45 min. The digested cells were forced through a 70-µm strainer and subjected to red blood cell lysis before being used for flow cytometry and cell culture. For flow cytometry, cells were stained with Fixable Viability Dye eFluor 506 (eBioscience) to detect dead cells. The antibodies used for flow cytometry are listed in Table S3. Data were acquired on a FACSAria system (BD Biosciences) and analyzed using FlowJo software (TreeStar). For cell culture, RNA sequencing (RNA-seq), and ATAC-seq, tdTomato^−^ and tdTomato^+^ ILC2s were sorted and separated from lung lymphocytes using FACSAria (BD Biosciences). To detect intracellular cytokines, cells were cultured with 50 ng/ml of phorbol myristate acetate, 0.5 µg/ml of ionomycin, and GolgiPlug for 3 h followed by antibody staining using the Cytofix/Cytoperm Buffer Set (BD Biosciences). Foxp3/Transcription Factor Staining Buffer Set (eBioscience) was used to stain the transcription factors. To detect active caspase enzymes via flow cytometry, the sorted cells were stained with FAM-VAD-FMK FLICA (ImmunoChemistry Technologies) as per the manufacturer’s protocol.

### Cell culture

50 ILC2s were cultured on a confluent OP9 cell layer in RPMI medium supplemented with 10% FBS, 55 µM 2-mercaptoethanol, 1% penicillin–streptomycin, 20 ng/ml IL-2 (Peprotech), 20 ng/ml IL-7 (Peprotech), and 40 ng/ml IL-33 (Peprotech) with or without 1 µM retinoic acid for 6 d. To assess the function of TIGIT, 25 µg/ml isotype (Bio X Cell), anti-TIGIT antagonistic antibody (1B4, Bio X Cell), or anti-TIGIT agonistic antibody (1G9, Bio X Cell) was added to the culture media. For the coculture of ILC2s and alveolar macrophages (CD45^+^CD11b^+^CD11c^+^SiglecF^+^), cells were prepared from mice intranasally treated with papain for 19 d. 500 tdTomato^−^ ILC2s or tdTomato^+^ ILC2s from the lungs of *Tigit*^*fm*^ mice were cocultured with 1 × 10^5^ alveolar macrophages from the BALF of *Cd155*^+/+^ or *Cd155*^−/−^ mice in media containing IL-2, IL-7, IL-33, and retinoic acid for 48 h. For the detection of phosphorylated AKT (pAKT), lung ILC2s were maintained in media containing 10 ng/ml of IL-2, IL-7, and IL-33 and retrovirally transduced with pMSCV-IRES-Thy1.1 or pMSCV-Tigit-IRES-Thy1.1 vector. The transduced cells were cultured with 10 µg/ml of soluble mouse CD155 (R and D) in the absence of cytokines overnight. The cells were fixed with Phosflow Lyse/Fix buffer (BD Biosciences), permeabilized with Phosflow Perm buffer III (BD Biosciences), and stained first with anti-mouse-pAKT (D25E6; Cell Signaling Technology) and then with goat anti-rabbit IgG (H + L) secondary antibody Alexa Fluor 647 (Thermo Fisher Scientific).

### Histological analysis

To prepare paraffin blocks, mouse lungs were intratracheally infused with 1 ml of 10% formalin, removed, and incubated in 10% formalin at 4°C overnight. Hematoxylin and eosin staining or PAS staining was performed as previously described (Miyamoto et al., 2019). Airway allergy was assessed in two ways: first, by counting the number of cell layers around six bronchi per mouse (using ×400 magnification); second, by determining the frequency of PAS^+^ cells among eight views of bronchial epithelial cells per mouse (using ×400 magnification), which was performed by a researcher blinded to the experimental grouping.

To make frozen sections, lungs were intratracheally infused with 1 ml of 10% formalin, incubated for 10 min, and infused with 50% OCT compound (Sakura Finetech) in PBS after removal of the formalin. The frozen sections were incubated with anti-mouse CD68 rabbit antibody (E3O7V; Cell Signaling Technology) and anti-mouse CD3e rat antibody (17A2; Biolegend) overnight at 4°C. After washing with PBS, the sections were stained with goat anti-rabbit IgG (H + L) secondary antibody conjugated to Alexa Fluor 405 (Thermo Fisher Scientific) and goat anti-rat IgG (H + L) secondary antibody conjugated to Alexa Fluor 647 (Thermo Fisher Scientific) at room temperature for 1 h. All images were analyzed using a BZ-X800 (Keyence).

### Transcriptomic analysis

The tdTomato^−^ and tdTomato^+^ ILC2 cells (1.0 × 10^2^ cells) were sorted from male *Tigit*^*fm*^ mouse cells using FACSAria (BD Biosciences) and then flash-frozen in liquid nitrogen. RNA-seq libraries were generated using SMART-Seq Stranded Kit (Takara Bio) according to the “low-input protocol” provided by the manufacturer. Sequencing was performed using a HiSeqX (Illumina). After quality checking with FASTP, paired-end reads were aligned to the mouse reference genome (Ensembl GRCm39) using STAR with standard input parameters. Transcript counts were determined using featureCounts (subread package) of the Ensembl annotation (Release 104) and processed to identify differentially expressed genes and generate volcano plots and heatmaps using EdgeR. Gene ontology analysis was performed using the Database for Annotation, Visualization, and Integrated Discovery.

### ATAC-seq

The tdTomato^−^ and tdTomato^+^ ILC2 cells (2,000–5,000 cells) were sorted into CELLBANKER (Takara Bio) and stored at −80°C. After thawing, cells were pelleted via centrifugation, and the supernatants removed. Pellets were reconstituted by mixing with 35 μl of transposase mixture (10 mM TAPS-NaOH [pH 8.5], 5 mM MgCl_2_, 10% *N,N*-dimethylformamide, 0.2 mg/ml digitonin, and 50 µg/ml Tn5 preloaded linker oligo) and incubated with gentle agitation at 30°C for 30 min. The reaction was stopped by adding 0.3% sodium dodecyl sulfate and 15 mM EDTA solution. Tn5-tagged DNA fragments were purified using a Monarch PCR purification column (New England Biolabs) and amplified by KAPA HiFi DNA polymerase using a unique indexing primer pair for each reaction. Indexed libraries were purified using AMPure beads (Beckman Coulter), quantified using quantitative PCR, and then sequenced as described earlier for RNA-seq. Paired-end reads were quality-checked, trimmed using FASTP, and aligned to the mouse reference genome (UCSC mm10) using STAR. Peaks were identified by aggregating the data by each unique cell type, peak summit, and motif using HOMER. To create Venn diagrams, reads were reanalyzed using the UCSC mm10 reference genome and annotations.

### Statistical analysis

Data were analyzed using two-tailed Student’s *t* test with or without Welch’s correction. P values <0.05 were considered significant. No randomization was used in the animal studies. Other than for genotype, no attempt was made to study deliberately selected mice. Blinding was only used in the histological analysis.

### Online supplemental material

Fig. S1 relates to Fig. 1 and depicts the genome structure of *Tigit*^*fm*^ mice and the gating used for ILC2s in flow cytometric analysis. Fig. S2 relates to Fig. 1 and shows the kinetic analysis of TIGIT, TIGIT-GFP, and PD-1 during papain treatment, ex vivo IL-5 detection in tdTomato^+^ ILC2s, and tdTomato expression in ILC2s from adipose tissues and the small intestine. Fig. S3 relates to Figs. 2 and 3 and shows the lineage marker expression of RNA-seq samples and tdTomato^+^ ILC2s in tissues. Table S1 provides a list of differentially expressed genes. Table S2 provides a list of the genes used in Fig. 2 G. Table S3 provides a list of antibodies used for flow cytometry.

## Supplementary Material

Table S1 provides a list of differentially expressed genes in Fig. 2. Click here for additional data file.

Table S2 provides a list of the genes used in Fig. 2 G. Click here for additional data file.

Table S3 provides a list of antibodies used for flow cytometry. Click here for additional data file.

## Data Availability

The presented data sets can be found in the Gene Expression Omnibus under accession no. GSE212180.

How the deposited data were processed for this re-analysis (not part of the article)

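RNA sequences were measured in tdTomato- and tdTomato+ ILC2s sorted from lungs of male *Tigit* fm mice after 19 d of papain and tamoxifen. The authors checked the reads with FASTP, aligned them to GRCm39 with STAR, counted them with featureCounts on Ensembl release 104 and compared the populations with edgeR. Tool versions, the dispersion method, the library normalization and the use of strand in counting are not named in the paper's text. The 2 deposited tables are the outcome of that comparison and hold, despite the unit in their names, no TPM and no value of a single library. The authors' log2 fold change is of tdTomato+ over tdTomato- ILC2s, and their average log2 CPM is over the libraries of the fit. The likelihood ratio is a score of the authors' test. The authors' p-value is the tail of the chi-square distribution of that score with 1 degree of freedom. This was checked on the listed genes except those with the very smallest p-values. The FDR is the Benjamini-Hochberg adjusted p-value of the authors. The tables hold only genes with an FDR under 0.05 and an average log2 CPM over 5, and whether a further filter was applied is not known. The number of columns of per-sample values that were not used is 0.

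The tests planned before the data were examined assumed TPM of each library and limma. The tables hold no such values, so these tests were not run, and what follows was computed from the tables as they are. The authors' values for named genes were copied. The number of tested genes was recovered as the whole number at which the p-value times that number divided by the FDR is nearest to a whole rank (tolerance 0.02) for most genes with a p-value above 0.001. The CPM of each population was estimated from the fold change and the average CPM of a gene, taking both populations to weigh equally in the average. It is an estimate of the level on the authors' normalized scale and not a measured value. On simulated p-values without rounding, the recovery returned the 40000 tests that had been put in, from a search near that number. In simulated counts, the fold of the counts was within a log2 of 1 of the true fold for a share of 0.97 of 200 changed genes. For these genes the estimated tdTomato+ CPM had a median absolute log2 error of 0.195. The simulated average CPM was built as the estimate assumes, without the authors' normalization. These values therefore show count noise only and do not test the estimates on the authors' values. The depth of each library is unknown, so no confidence interval or detection floor is given.

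Exonic length (union of all exons), position and GC content (longest transcript) were taken from GENCODE M21 on GRCm38 through the Ensembl identifiers, which were found for 2905 of 2906 lower and 531 of 533 higher genes. That annotation differs from the authors' release, and coordinates are given only as GRCm38. Genes named are those in the paper's text or in Fig. 2C, Fig. 2D, Fig. 2I and Fig. S3A, and the 5 listed genes with the largest log2 fold change in each direction. The further condition set for the latter, that single libraries do not overlap, could not be applied. *Ctss* was named because it is the remaining listed cathepsin gene, and *Gm10801* because it is the remaining gene typed as a satellite repeat, chosen after its value was seen. *Rpl7l1* was named, also after its value was seen, because it sets the end of the range of its family. Not every gene of Fig. S3A is reported here. Families were taken by symbol. From the lower genes, 2 that share the symbol of ribosomal proteins (*Rps6ka1* and *Rps6ka3*) and 2 that share that of initiation factors (*Eif4ebp2* and *Eif4enif1*) were left out after the listed symbols were seen, and with them the families had 78 and 33 lower genes. Table S1 and Table S2 were joined by symbol, and Table S2 was used in its shown alphabetical part. All 531 symbols of higher genes in Table S1 and all 1996 shown symbols of lower genes were found in the tables. Tests were Fisher's exact test, permutation tests over genes with 100000 resamples, random lists of genes and Spearman's correlation across genes, with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. The ATAC-seq libraries, 2 of each population, are not analysed here. Alternatives were a stricter FDR, each table adjusted alone, sums without the 10 highest genes and, chosen after seeing the data, a Bonferroni adjustment, a stricter average CPM, equal totals of both populations, other sets of satellite genes, another length and other length limits.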

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

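The tests of length, of X linkage among the higher genes, of GC content and of paralogs were set before their results were seen. Genes of vomeronasal receptors (53) and of olfactory receptors (8) were listed as higher in tdTomato+ ILC2s, and 0 of either family as lower. They drew attention because the paper names *Vmn2r6* alone of the vomeronasal genes in Fig. 2C and does not discuss the family in its text, although Fig. 2E lists sensory perception of smell. The vomeronasal genes had a median log2 fold change of 2.68 and include the pseudogene *Vmn1r-ps140*, chosen to be named after its value was seen. The other 52 made up 15.7% of the 331 annotated protein-coding genes of the family. The 8 olfactory receptor genes were 0.705% of 1135.

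Reads shared between paralogs were tested by the level per exonic length. The vomeronasal genes had a median of 6.71 CPM per kb in tdTomato+ ILC2s, and the 332 other higher genes in the same range of exonic length had 6.76 CPM per kb. The log2 difference was -0.0093 (permutation test over genes, two-sided, p = 0.8), but both sets hold only genes that passed the authors' filter on the average CPM, which can hold their levels together. Shared reads of paralogs are therefore not excluded. Reads from genomic DNA remain a candidate explanation. Across the 521 higher genes that are not typed as satellite repeats, the estimated level in tdTomato+ ILC2s rose with exonic length (Spearman's rho across genes 0.65, and 0.49 in tdTomato- ILC2s), and X-linked long genes were listed less often (Fisher's exact test, two-sided, p = 4.26e-05). A bias by GC content also remains. Among genes with over 6 kb of exon that were not lower, the higher genes differed by -1.67 percentage points of GC at matched length (permutation test within 10 length bins, two-sided, p = 1e-05, the smallest that 100000 resamples can give). A biological explanation, transcription of the receptor genes in tdTomato+ ILC2s, cannot be told apart from these.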

How the results depend on the processing

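No paired analysis was possible because the tables hold 1 comparison per gene and no column of a single library. For the same reason the alternatives with another pseudocount, library totals, a filter on TPM, each library left out, the replicate number as a block or limma without a trend were not run, and other splits of the libraries were not counted. The depth and the spread between replicates, which limit every value, are unknown. The alternatives with the stricter FDR for the numbers of genes, each table adjusted alone, sums without the 10 highest genes and matching on level were set before the data were examined, and the others afterwards.

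With an FDR under 0.01, 271 of the 533 higher genes passed, against 2320 of the 2906 lower genes. With the Bonferroni adjustment over the recovered tests, 32 higher and 1232 lower genes passed. With an average log2 CPM over 6, the number of higher genes was 117 and that of lower genes 1940. With each table adjusted alone the numbers were 533 and 2906, which the selection of the genes fixes in advance. With the populations scaled to the same total over all listed genes, every log2 fold change rose by 1.08, 2886 of the 2906 lower genes stayed below 0, which only counts the lower genes whose change is larger than the shift, and the median log2 fold change was -2.52 for the signature genes and -1.61 for the cathepsin genes.

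The difference in log2 fold change between lower genes without and with a reduced ATAC peak reversed, from 0.11 to -0.14, when genes were matched on the estimated level in tdTomato- ILC2s, and the cause was not tested. Neither value was significant (p = 0.24 and p = 0.143, permutation tests over genes). Without the 10 genes with the highest average level, the fold of the summed levels was 6.77 against 7.25 for the lower genes and 4.35 against 6.35 for the higher genes. Without the genes typed as satellite repeats, a set chosen after seeing the data, the fold of the higher genes was 4.05, so their sum rested in part on the satellite genes. The satellite genes had 8.01 without *Gm10800* and 7.40 over the 10 genes that the tables type as satellite repeats. The correlation of the estimated level in tdTomato+ ILC2s with length was lower with the longest transcript than with all exons. It was 0.49 against 0.65 for the higher genes without satellite repeats, and 0.77 against 0.86 for the lower genes. In total, 23 values were computed under alternatives that can move them, of which 14 kept their direction and their side of the test, or stayed within the limit set for them, 8 moved further and 1 reversed. The number of lower genes under equal totals, which is among the 14, follows from the size of the shift. The shares of X-linked long genes among the 14 changed in size, from 0.943% to 0.426% and 1.82%, and stayed below the autosomal shares. A further 3 values were fixed in advance and are not counted.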

Differences from the paper's values

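For *Trdn*, the authors' deposited table gives a log2 fold change of 3.69 and a −log10 p of 2.56, against the paper's about 10 and about 14 in Fig. 2C, read by eye. For *Vmn2r6*, they are 4.19 and 3.30 in the authors' deposited table, against about 6 and about 10 in Fig. 2C, read by eye. For *Il13* and *Csf2*, the log2 fold changes are -5.50 and -6.26 in the authors' deposited table, against about -4.4 and about -5.6 in Fig. 2C, read by eye. Their −log10 p are 13.7 and 24.7 in the authors' deposited table, against about 8 and about 5.9 in Fig. 2C. The log2 fold changes of *Gata3*, *Id2*, *Il1rl1*, *Arg1* and *Il5* lie within 0.5 of the figure. Their −log10 p are 48.2, 61.6, 114.2, 31.7 and 15.4 in the authors' deposited table, against about 16, about 19, about 18, about 15 and about 5.5 in Fig. 2C, read by eye. No alternative set before the data were examined changes the value of a single gene, so none closed these gaps. *Olfr1029* and *2900079G21Rik* are marked in Fig. 2C and are in neither of the authors' deposited tables.

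Of the higher genes, 93.2% are protein coding in the authors' deposited table, against about 28% in Fig. 2B, read by eye. With an FDR under 0.01 the share is 91.1%. A stricter FDR only removes genes, so it cannot restore those that the filter on the average CPM left out. By the recovered ranks, 12713 genes with an FDR under 0.05 are not listed. The legend of Fig. 2B names no such filter, so the figure need not cover the same genes. Of the lower genes, 100% are protein coding in the authors' deposited table, against about 94% in Fig. 2B, read by eye. With an FDR under 0.01 the share of the lower genes is also 100%.

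The paper states that cathepsin genes are upregulated in tdTomato+ ILC2s. The cathepsin genes of Fig. 2D that the authors' deposited tables list are 5, all lower, with a median log2 fold change of -2.70, and 0 are listed as higher. Table S2 lists 167 genes without a reduced peak, more than its heading and Fig. 2G give. The paper's diagram in Fig. 2G holds 2779 downregulated genes, and the authors' deposited table lists 2906 as lower. The paper states that reads were analyzed again with UCSC annotations for such diagrams, so these gene sets need not match.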

Other observations

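The test of length among the lower genes and the test of ATAC peaks at higher genes were chosen only after their results were seen. A candidate explanation for a part of both tables is that reads from genomic DNA, or from another source spread evenly over the genome, fill tdTomato+ libraries that hold little mRNA. Among the 2905 lower genes with an annotated length, the estimated level in tdTomato+ ILC2s followed exonic length (Spearman's rho across genes 0.86), and the estimated level in tdTomato- ILC2s did so less (0.33). With the fold changes shuffled 1000 times among genes of similar average level (20 bins), rho lay between 0.23 and 0.32. Per exonic length, the lower genes had a median of 5.06 CPM per kb in tdTomato+ ILC2s (quartiles 4.06 and 6.26) and of 25.2 in tdTomato- ILC2s (quartiles 17.1 and 45.0). The higher genes without satellite genes had a median of 7.30 CPM per kb in tdTomato+ ILC2s (quartiles 6.18 and 9.05), and their level also rose with length, in tdTomato+ ILC2s (rho 0.65) and in tdTomato- ILC2s (rho 0.49). Of the protein-coding genes with more than 12 kb of exon, 23.0% were listed as higher, of those from 8 to 12 kb 9.12%. Of those from 2 to 4 kb 0.117% were, and of those up to 2 kb 0.177%. The share listed as lower also rose with length, from 4.39% up to 2 kb to 26.1% over 12 kb. The filter on the average CPM favours long genes, so these shares alone do not tell the explanations apart. Genes are not independent replicates.

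The mice were male, so genomic reads from the X chromosome would be fewer than those from autosomes. Among protein-coding genes with more than 6 kb of exon that were not lower, 1 of 106 X-linked genes and 459 of 3857 autosomal genes were listed as higher (Fisher's exact test, two-sided, p = 4.26e-05). With limits of 4 and 8 kb, chosen after seeing the data, 0.426% and 1.82% of the X-linked genes were listed, against 6.65% and 18.5% of autosomal genes. Among the lower genes, 102 X-linked genes had a median of 3.05 CPM per kb in tdTomato+ ILC2s and 2793 autosomal genes had 5.12, a ratio of 0.595 (permutation test over genes, two-sided, p = 1e-05, the smallest that 100000 resamples can give). In tdTomato- ILC2s the ratio was 0.868 (same permutation test, p = 0.101). These values are consistent with genomic reads. Low transcription along the whole genome from a single X chromosome could give the same ratio, and the tables hold no reads by strand or in introns that would tell these apart. A difference in GC content at matched length (permutation test, p = 1e-05) also remains for the higher genes.

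A larger share of satellite reads in tdTomato+ libraries was tested as an explanation of the lower genes. With the estimated satellite CPM taken out of both populations, every log2 fold change rose by 0.27, and all 2906 lower genes stayed lower. This count follows from the size of the shift, since the smallest change among the lower genes in the authors' deposited table is -0.89. That shift is small beside the median log2 fold change of the lower genes of -2.29. The signature genes (median log2 fold change -3.61) and the ribosomal protein genes (-6.21) fell more than 10000 random lists of lower genes of the same average level, whose medians were centred on -2.48 and -3.98. These lists were not matched on exonic length, which the estimated tdTomato+ level followed, so a difference in length is not excluded as the source. A biological loss of mRNA in tdTomato+ ILC2s and a smaller yield of mRNA from these cells in sorting or library preparation would both leave the other reads to fill the libraries, and the tables cannot tell them apart.

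In the alphabetical range of the shown part of Table S2, 36 of 68 higher genes (52.9%) were listed by the paper with a reduced ATAC peak. Of 2581 protein-coding genes in neither table, 1413 (54.7%) were, and the shares did not differ (Fisher's exact test, two-sided, p = 0.806). Of 395 lower genes in this range, 375 (94.9%) were. Lower genes that are in neither list of Table S2 numbered 98 in the range of the list of shared genes. Symbols that differ between annotation releases were tested as an explanation. Of these genes, 63 have another symbol that falls in the shown part of the list of genes with a reduced peak only, and 0 of the 63 were found there under it. For its Venn diagrams, the paper analyzed reads again with the mm10 genome and annotations of UCSC. Whether this step left out the 98 genes was not tested. No biological explanation was tested for these genes.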
